# The TAS1R2 G-protein-coupled receptor is an ambient glucose sensor in skeletal muscle that regulates NAD homeostasis and mitochondrial capacity

**DOI:** 10.1038/s41467-024-49100-8

**Published:** 2024-06-08

**Authors:** Joan Serrano, Jordan Boyd, Ian S. Brown, Carter Mason, Kathleen R. Smith, Katalin Karolyi, Santosh K. Maurya, Nishita N. Meshram, Vanida Serna, Grace M. Link, Stephen J. Gardell, George A. Kyriazis

**Keywords:** Nutrient signalling, Homeostasis, Skeletal muscle

## Abstract

The bioavailability of nicotinamide adenine dinucleotide (NAD) is vital for skeletal muscle health, yet the mechanisms or signals regulating NAD homeostasis remain unclear. Here, we uncover a pathway connecting peripheral glucose sensing to the modulation of muscle NAD through TAS1R2, the sugar-sensing G protein-coupled receptor (GPCR) initially identified in taste perception. Muscle TAS1R2 receptor stimulation by glucose and other agonists induces ERK1/2-dependent phosphorylation and activation of poly(ADP-ribose) polymerase1 (PARP1), a major NAD consumer in skeletal muscle. Consequently, muscle-specific deletion of TAS1R2 (mKO) in male mice suppresses PARP1 activity, elevating NAD levels and enhancing mitochondrial capacity and running endurance. Plasma glucose levels negatively correlate with muscle NAD, and TAS1R2 receptor deficiency enhances NAD responses across the glycemic range, implicating TAS1R2 as a peripheral energy surveyor. These findings underscore the role of GPCR signaling in NAD regulation and propose TAS1R2 as a potential therapeutic target for maintaining muscle health.

## Abstract (web summary)

The bioavailability of NAD is vital for muscle health. Here, the authors unveil a pathway from glucose sensing to muscle NAD modulation via the TAS1R2 receptor, suggesting TAS1R2 as a therapeutic target for muscle health preservation.

## Introduction

Skeletal muscle adapts to various environmental stimuli by coordinating mechanical, hormonal, neuronal, and metabolic pathways. These adaptations are essential for maintaining energy balance and regulating the delicate equilibrium between anabolic and catabolic processes. However, the decline of these mechanisms, often observed in aging and obesity, can result in muscle dysfunction. Central to this scenario is nicotinamide adenine dinucleotide (NAD), an endogenous metabolite that partakes in redox reactions and serves as a substrate for poly(ADP-ribose) polymerases (PARPs) and NAD-dependent deacetylases (sirtuins, SIRT)^1^. Depletion of cellular NAD is closely linked to skeletal muscle atrophy and dysfunction^2^. Therefore, deciphering and intervening in the mechanisms that control NAD synthesis^3–7^ or consumption^8–10^ could restore or enhance muscle health. Notably, some of these mechanisms are influenced by signals originating from peripheral nutrient availability^5,6^, indicating the existence of nutrient-specific sensors.

G protein-coupled receptors (GPCRs) play a pivotal role in orchestrating cellular functions by integrating signals from both extracellular and intracellular sources. Traditionally activated by hormones and neurotransmitters, an increasing number of specialized GPCRs have emerged that respond to nutrients or endogenous metabolites^11^. These unique GPCRs are distributed in tissues such as the tongue, intestine, and pancreas, where they directly sense energy substrates such as fatty acids, amino acids, or sugars. For instance, sugars like glucose activate sweet taste receptors (STR; TAS1R2/TAS1R3), leading to the release of ATP^12^, incretins^13,14^, or insulin^15,16^ in the corresponding tissues. Consequently, glucose, typically utilized for energy or the generation of regulatory metabolites once inside cells, can independently activate signaling cascades through cell-surface GPCRs. These observations raise the possibility of a broader nutrient-sensing role for this GPCR in other tissues relevant to metabolism. The TAS1R2 subunit of STR provides specificity for sugar sensing^17,18^, so to investigate this possibility, we used a Tas1r2-Cre promoter-driven Tdtomato reporter mouse (Td^Tas1r2+^)^19^.

Using pharmacological and genetic approaches in vivo and in cell cultures in vitro, we show that *Tas1r2/Tas1r3* are expressed in myofibers and sense ambient glucose to modulate NAD homeostasis. These effects are mediated by the activation of ERK1/2 and the subsequent phosphorylation and activation of PARP1, a main consumer of NAD. Consequently, TAS1R2 signaling inhibition in skeletal muscle increases NAD levels through the suppression of PARP1 activity, causing positive adaptations in muscle fitness.

## Results

### The Tas1r2 and Tas1r3 sweet taste receptors are expressed in skeletal muscle fibers

Assessment of tissues from the Td^Tas1r2+^ reporter mouse showed active expression of *Tas1r2* in skeletal muscles (Fig. 1a and Fig. S1a, b). *Tas1r2* and *Tas1r3* (heterodimeric subunits of STR) were found to be expressed in mouse skeletal muscles (Fig. 1b and Fig. S1c). Available STR antibodies lacked specificity, so to ensure that their expression was specific to myocytes, we used myogenin-Cre (Myo^Cre^) mice crossed with HA-RiboTag^fl/fl^ mice (HA-RiboTag^Myo^)^20^ to selectively immunoprecipitate mRNA from myocytes (skeletal myofibers) (Fig. S1d). We found that STR are specifically expressed in myofibers in vivo (Fig. 1c). 

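Myocyte mRNA was profiled in the left soleus of 5 sedentary HA-RiboTag Myo mice, numbered 1, 3, 11, 14 and 16. In these mice, myogenin-positive cells carry an HA tag on the ribosomal protein RPL22, so that an anti-HA antibody pulls down their ribosomes with the mRNA bound to them. Each eluate was hybridized to 1 Affymetrix mouse Clariom S array. The authors processed the intensities in Transcriptome Analysis Console 4.0 and deposited a log2 signal for each of 22206 probe sets in each mouse, and no detection p-value was used here. A single gene symbol was given for 19572 probe sets, and signals of the 55 genes with several probe sets were averaged, which left 19505 genes. Over all probe sets, Pearson's r between arrays, across probe sets that are not independent replicates, lay between 0.976 and 0.986. *Rpl22*, the tagged gene, had a signal of 12.12 ± 0.53 (SD, n = 5), and *Myog*, the gene behind the Cre driver, 7.12 ± 0.69 (SD, n = 5). Y-linked *Eif2s3y* read 3.54 in mouse 1 and 3.53 in mouse 16, against 10.42 in mouse 3, 11.92 in mouse 11 and 12.73 in mouse 14. The labels give no sex, and the Methods state that male mice were used unless otherwise stated. With a single group and no control tissue, background was read from 1091 odorant receptor genes on the same arrays, most of which have no known transcript in muscle. Their 95th percentile was between 5.25 in mouse 16 and 5.32 in mouse 1. A gene was called above background when its signal minus that cutoff was above 0 at an adjusted p under 0.05 in a two-sided limma fit, with Benjamini-Hochberg adjustment over all 19505 genes. This rule called 8482 genes, and 9 of the 1091 odorant receptor genes (0.825%). Another background set or percentile would change these calls, and the number of arrays limits their precision.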

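The GPCR with the highest signal in the soleus myocyte pulldown was *Fzd9*, a Wnt receptor, at 13.04 ± 0.59 (SD, n = 5). Among the GPCRs measured here, *Lgr4*, a receptor for R-spondins, followed at 11.26 ± 0.07 (SD, n = 5). The P2Y receptor gene *P2ry2* had 10.78 ± 0.54 and the urocortin receptor gene *Crhr2* 10.26 ± 0.63 (SD, n = 5 each). The thrombin receptor gene *F2r* had 10.36 ± 0.55 (SD, n = 5), with its highest mouse apart from the rest. Of 385 non-odorant GPCR genes measured, from a list written after Fig. S2, which plots these data, had been seen, 39 were called above background (39 adjusted over the list alone), and 35 lay above the cutoff in every mouse. This share, 10.1%, was larger than the 1.57% of vomeronasal receptor genes (Fisher's exact test, two-sided, p = 1.08e-06), and its difference from the 6.74% of keratin-associated protein and beta-defensin genes did not pass the same test (p = 0.423). *Tas1r2*, the sugar-binding subunit of STR, had a signal of 4.54 ± 0.49 (SD, n = 5), which was below the cutoff in all 5 mice. Its distance from the cutoff was -0.73 (standard error 0.18, adjusted p = 0.00244 from limma). *Tas1r3*, the partner subunit, had 4.34 ± 0.31 (SD, n = 5), also below the cutoff in all 5 mice, at a distance of -0.94 (standard error 0.15, adjusted p = 0.000101 from limma). Most background genes lie below this cutoff by construction, so these p-values do not show that either transcript is absent. With the 50th percentile of odorant receptor genes as the cutoff, the distances were 0.51 for *Tas1r2* (adjusted p = 0.0231 from limma) and 0.30 for *Tas1r3* (adjusted p = 0.0873 from limma). That cutoff called 139 GPCRs and 24.7% of odorant receptor genes. Of these 139 GPCRs, 94 were among the 127 of Fig. 1e identified by their values, so the paper's equal number is not the same set.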

Subsequent transcriptomics analysis, using myocyte-specific mRNA from the HA-RiboTag^Myo^ muscles, indicated that *Tas1r2* and *Tas1r3* were among the 139 non-odorant GPCRs expressed in soleus myocytes (Fig. 1d). The mRNA levels of *Tas1r2* and *Tas1r3* were consistent with other expressed GPCRs in myocytes (Fig. 1e and Fig. S2). Consequently, we set to investigate possible contributions of STR-signaling in skeletal muscle function.

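*Tas1r2* read 5.23 in mouse 1, 4.58 in mouse 3, 3.98 in mouse 11, 4.77 in mouse 14 and 4.17 in mouse 16, and *Tas1r3* read 4.49, 4.47, 3.86, 4.64 and 4.22 in the same mice. Among the GPCRs of Fig. 1e, 39 of 127 had a mean signal below that of *Tas1r2* and 25 below that of *Tas1r3*. The mean over these 127 GPCRs was 5.54 with an SD of 1.70 across genes, and the paper's values over its list are 5.5721 and 1.75567. In bins 1 log2 unit wide, the fullest ran from 4 to 5 and held 53 of the 127. The mean of *Tas1r2* was above that of 80.3% of odorant receptor genes, and the mean of *Tas1r3* above 70.0%. Of the 127 GPCRs, 37 were called above background by limma (36 adjusted over the list alone), and 54 lay above the cutoff in none of the mice. The study chose this list on these samples, so the count is not independent evidence. Of 258 measured GPCRs outside the list, 2 were called, *Gpr108* at 8.73 ± 0.30 and *Gpr137c* at 6.82 ± 0.35 (SD, n = 5 each), the second of which is named because the count was this small. The GPCRs of Fig. 1e were identified by their values in the source data, to within 1 unit of the last printed digit, from a Tukey biweight over the 5 mice that was chosen after seeing the data. All 139 values matched a probe set, 127 of them a listed GPCR, 9 only probe sets with no symbol and 3 a named gene outside the list. Of the 127 values, 19 also matched another probe set, as did 2 of the 3. By the plain mean, 20 of the 139 values matched some probe set and 0 a listed GPCR, so a match outside the list can be a coincidence. The paper's value of 11.991, above that of *Lgr4*, is among those with no listed GPCR. Signals of different probe sets also differ by probe affinity, so their order need not be that of transcript abundance. The paper states that both levels were like those of other expressed GPCRs in myocytes. Its case for expression also rests on a *Tas1r2*-Cre reporter and on expression measured in muscles and in the pulldown (Fig. 1a to 1c). From there it goes on to study STR signaling in muscle function.

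**Figure D1:**
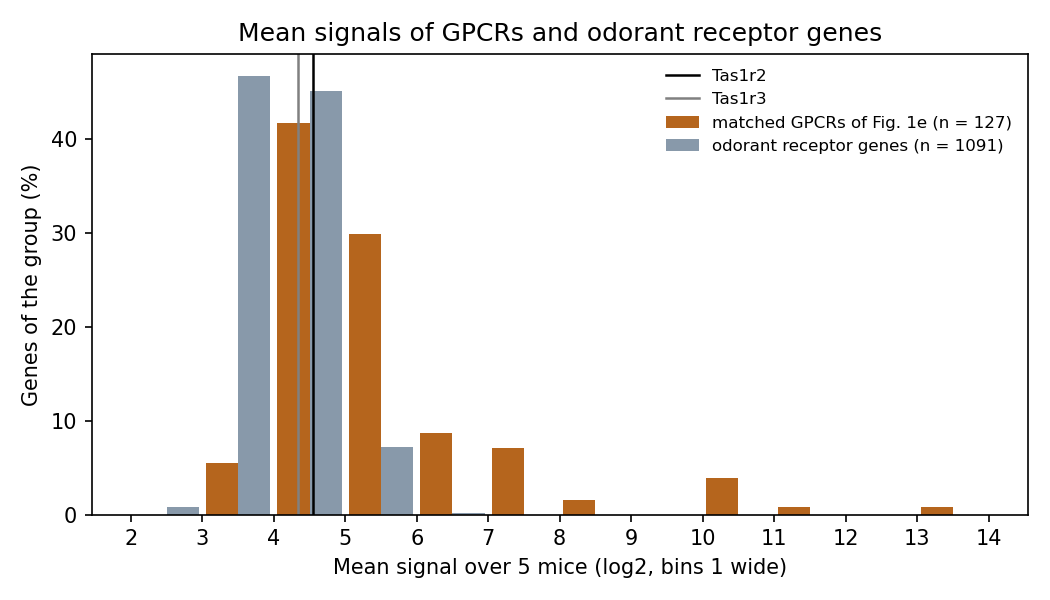
Share of genes (vertical axis, percent of each group) by mean log2 signal over 5 mice (horizontal axis, bins 1 log2 unit wide) for the 127 matched GPCRs of Fig. 1e and 1091 odorant receptor genes. Vertical lines mark the means of *Tas1r2* (4.54) and *Tas1r3* (4.34), which fall in the fullest bin of the GPCRs, from 4 to 5.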

**Fig. 1:**
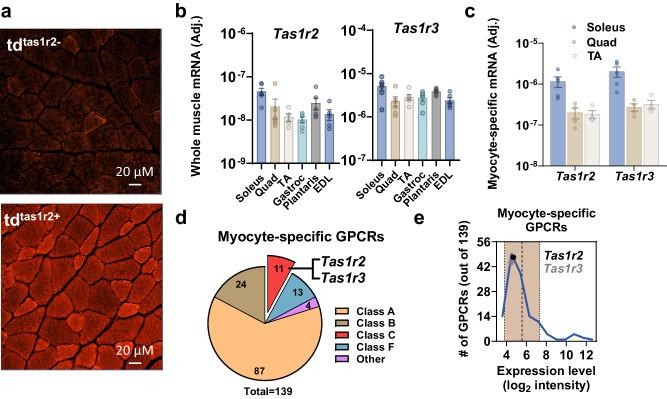
The *Tas1r2* and *Tas1r3* sweet taste GPCRs are expressed in skeletal muscle fibers. **a** Immunofluorescence of TdTomato in quadriceps of Tas1r2-Cre:TdTomato-fl/fl mice (Td^Tas1r2 +^) and negative control (Td^Tas1r2-^). **b** Expression of the sweet taste receptor genes, *Tas1r2* and *Tas1r3*, in skeletal muscle homogenates (*Tas1r2* Soleus, Quadriceps (Quad), Gastrocnemius (Gastroc) and Plantaris, *n* = 6; Tibialis Anterior (TA) and Extensor Digitorum Longus (EDL) *n* = 5; *Tas1r3* *n* = 6). Data are presented as mean ± SEM. **c** Specific expression of *Tas1r2* and *Tas1r3* in myocytes from soleus, Quad, and TA using HA-mRNA pulldown from HA-RiboTag-Myo mice (Quad and TA *n* = 4; Soleus *n* = 5). Data are presented as mean ± SEM. **d** Distribution of GPCRs (excluding odorants) specifically expressed in myocytes using transcriptomics analysis of mRNA pulldown from HA-RiboTag-Myo mice. *Tas1r2* and *Tas1r3* are among the expressed class-C GPCRs. **e** Frequency plot showing the number of GRCRs at different expression levels using 1 log_2_ binning. Shaded area (brown) shows average (middle line) ±1 SD (side lines) expression intensity. *Tas1r2* (black dot) and *Tas1r3* (gray dot) are shown as a reference. Source data are provided as a Source Data file.

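Among class C GPCRs, *Gabbr1*, a subunit of the GABA-B receptor, had the highest signal at 7.93 ± 0.25 (SD, n = 5), 2.65 above the cutoff (standard error 0.15, adjusted p = 6.65e-09 from limma). The orphan receptor gene *Gprc5c* followed at 6.59 ± 0.32 (SD, n = 5), 1.32 above the cutoff (standard error 0.16, adjusted p = 7.99e-06 from limma). *Gprc5b*, of the same family, had 5.76 ± 0.46 (SD, n = 5), 0.48 above the cutoff (standard error 0.18, adjusted p = 0.0247 from limma). These 3 of 19 measured class C genes were called above background (3 adjusted over the list alone), and 15 lay above the cutoff in none of the mice. *Gabbr2*, which encodes the other GABA-B subunit, had 5.17 ± 0.34 (SD, n = 5) and was above the cutoff in 3 of 5 mice (distance -0.10, standard error 0.16, adjusted p = 0.536 from limma). The calcium-sensing receptor gene *Casr* had 4.52 ± 0.12 and *Tas1r1*, the subunit that pairs with TAS1R3 in the umami receptor, 4.17 ± 0.34 (SD, n = 5 each). The metabotropic glutamate receptor genes ranged from 3.10 ± 0.46 for *Grm3* to 4.71 ± 0.30 for *Grm6* (SD, n = 5 each). *Grm4* had 4.66 ± 0.44, *Grm5* 4.27 ± 0.44, *Grm7* 4.14 ± 0.41 and *Grm2* 3.88 ± 0.38 (SD, n = 5 each). *Gprc5a* had 4.49 ± 0.18, *Gpr158* 3.91 ± 0.30, *Gpr179* 3.73 ± 0.52, *Gprc6a* 3.44 ± 0.32 and *Gprc5d* 3.41 ± 0.26 (SD, n = 5 each). The call of *Gprc5b* was lost without replicate 11 (0.30, adjusted p = 0.118 from limma), without replicate 16 (0.46, adjusted p = 0.0637 from limma) and against vomeronasal receptor genes (0.25, adjusted p = 0.263 from limma), and its distance was -0.060 at the 99th percentile and -0.074 against keratin-associated protein and beta-defensin genes.

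**Figure D2:**
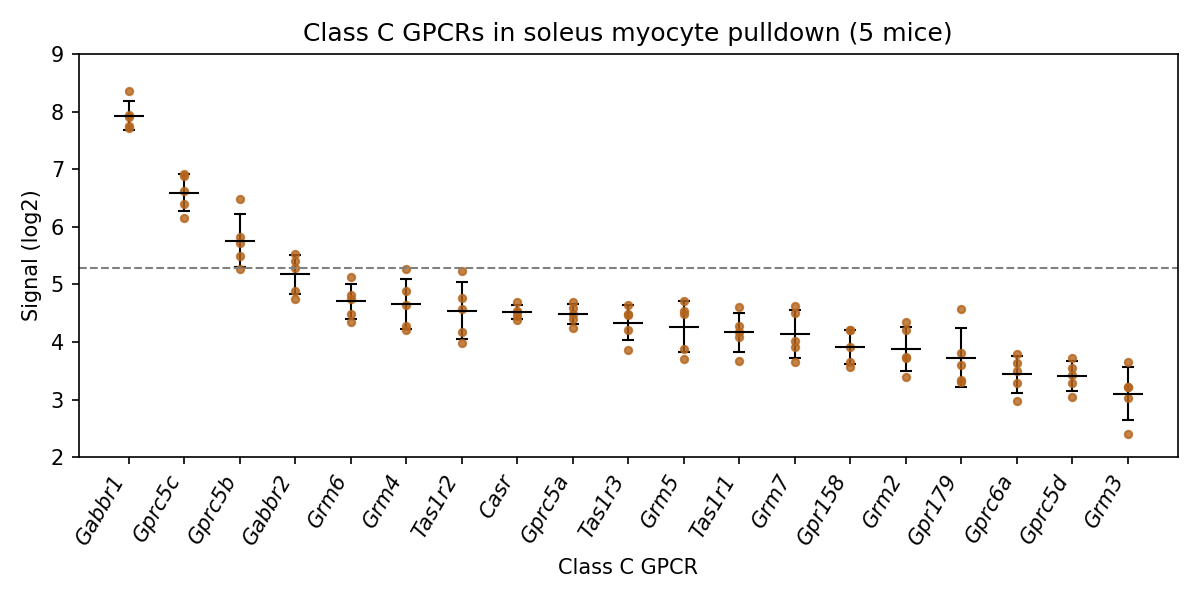
Log2 signal (vertical axis) of the 19 measured class C GPCR genes (horizontal axis, by falling mean). Points are the 5 mice, bars the mean with its SD, and the dashed line the cutoff averaged over mice (5.28). *Gabbr1* and *Gprc5c* lie above the line in every mouse, while *Tas1r2* and *Tas1r3* lie below it.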

### TAS1R2-mediated glucose sensing regulates NAD levels coupled to PARP activity

Due to the involvement of TAS1R2 in glucose-sensing^14,15^, we conducted LC/MS-based targeted metabolomics in skeletal muscles of mice with genetic deletion of *Tas1r2* (bKO) or controls (bWT)^18^. We found increased NAD levels in *Tas1r2* ablated muscles, but the NAD precursors^21^, NAM and NMN, were similar (Fig. S3a,b). To interrogate muscle-autonomous regulatory mechanisms linked to TAS1R2 signaling, we generated mice with muscle-specific deletion of *Tas1r2* (mKO) and wild type *Tas1r2*^*fl/fl*^ littermate controls (mWT). In agreement with the LC/MS data, we found increased NAD levels in acidic extracts of mKO muscles compared to mWT controls (Fig. 2a) and in differentiated myocyte cultures derived from the same mice (Fig. S3c). Interestingly, the protein levels of phosphoribosyl transferase (NAMPT) were similar in mWT and mKO muscles (Fig. 2b). NAMPT is the rate-limiting enzyme in the salvage pathway of NAD biosynthesis^22^, recycling NAM, liberated from NAD, to generate NMN^21^ (Fig. S3b). Taken together, these findings indicate that TAS1R2 signaling minimally influences the rate of NAD synthesis, suggesting that the increased NAD levels in TAS1R2-deficient muscles may result from a reduction in NAD consumption.

**Fig. 2:**
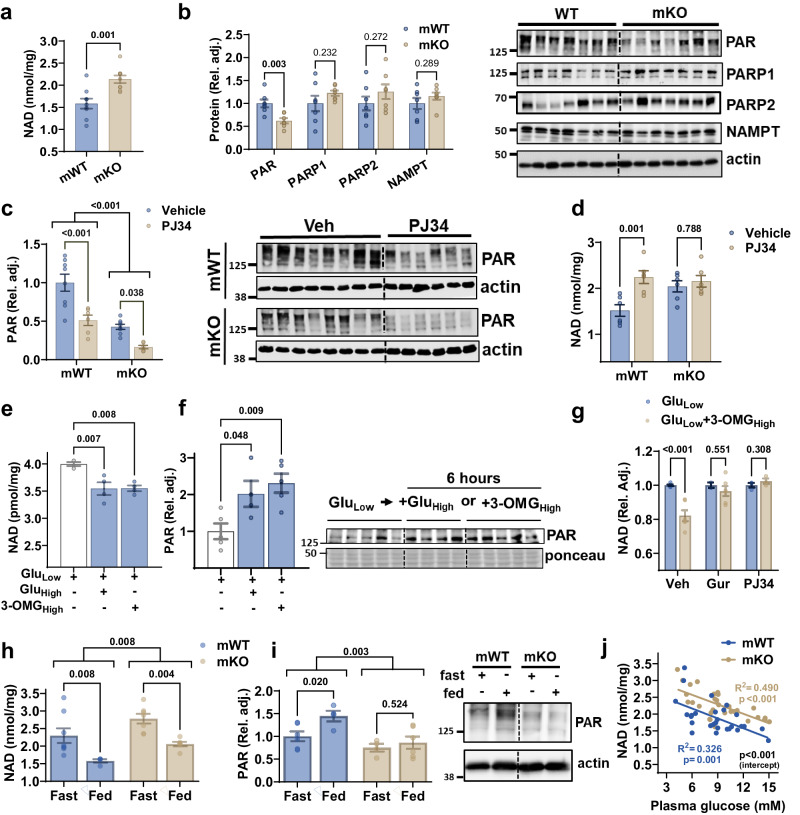
*TAS1R2*-mediated glucose sensing regulates NAD levels coupled to PARP activity. **a** NAD concentration in acidic extracts from mWT and mKO muscles (*n* = 9 mice per genotype). Data are presented as mean ± SEM. Two-sided *t* test. **b** Quantitation and immunoblotting of poly(ADP)-ribosylation (PAR; nuclear), PARP1 (nuclear), PARP2, and NAMPT in mWT and mKO muscles (*n* = 7 mice per genotype). Actin is loading control. Data are presented as mean ± SEM. Two-sided *t* test. **c** Immunoblotting and quantitation of PAR in nuclear extracts from mWT and mKO muscles in response to 5 days of treatment with the PARP1/2 inhibitor, PJ34 (vehicle-treated, *n* = 8; PJ34-treated, *n* = 6). Data are presented as mean ± SEM. Two-way ANOVA, genotype effect (brackets; *p* < 0.001), Sidak post-hoc effect. **d** NAD concentration in acidic extracts from mWT and mKO muscles in response to 5 days of treatment with the PARP1/2 inhibitor, PJ34 (*n* = 6 mice per genotype and treatment). Data are presented as mean ± SEM. Two-way ANOVA, Sidak post-hoc effect. **e** NAD concentration and (**f**) Immunoblotting and quantitation of PAR in C2C12 cells that were maintained in low glucose (5 mM; Glu Low) and were subsequently spiked with additional glucose (20 mM; Glu High) or 3-OMG (20 mM; 3-OMG High) for 6 h (NAD, *n* = 4; PAR LG and LG + 3OMG, *n* = 5; PAR LG + HG, *n* = 4; sample size are independent experiments). Data are presented as mean ± SEM. One-way ANOVA, Sidak post-hoc effect. **g** NAD concentration in C2C12 cells that were maintained in low glucose (5 mM) and then were subsequently spiked with additional 3-OMG (20 mM) with or without gurmarin (Tas1r2 inhibitor) or PJ34 (PARP1/2 inhibitor) (Glu 5 mM, *n* = 5; Gur, *n* = 2; PJ34 and 3OMG + PJ34, *n* = 3; 3OMG and 3OMG+Gur, *n* = 6; sample size are independent experiments). Data are presented as mean ± SEM. Two-sided *t* test. **h** NAD concentration and (**i**) Immunoblotting and quantitation of PAR levels in muscles from mWT and mKO mice subjected to 24 h fast (Fast) followed by 2 h feeding (Fed) (NAD mWT fasted, *n* = 8; NAD mKO fasted, *n* = 6; NAD mWT fed, *n* = 4; NAD mKO fed, *n* = 6; PAR mWT fasted, *n* = 6; PAR mKO fasted, *n* = 4; PAR mWT fed, *n* = 4; PAR mKO fed, *n* = 6). Data are presented as mean ± SEM. One-way ANOVA, Sidak post-hoc effect. *p*-value over grouped brackets indicates genotype effect. **j** Simple linear regression between plasma glucose and muscle NAD concentrations in mWT and mKO mice (mWT, *n* = 28, mKO, *n* = 31). F-tests. Slope *p*-value for each genotype (in color; mWT *p* = 0.001; mKO *p* < 0.001). Elevations contrast *p*-value between mWT and mKO mice (intercept *p* < 0.001). Source data are provided as a Source Data file. Blots were independently repeated in an additional cohort of mice with similar results.

In skeletal muscle, PARP1 is the primary consumer of NAD, utilizing it for protein poly(ADP)-ribosylation (PAR)^1^. Muscles lacking TAS1R2 displayed diminished PAR, with no observable changes in the protein levels of PARP1 or PARP2 (Fig. 2b). The nuclear PAR levels between 115–180 kDa were found to be specifically linked to PARP1 activity, as determined by co-immunoprecipitation (Fig. S3d). We hypothesized that if TAS1R2 influences NAD levels through mechanisms independent of PARP1, the pharmacological inhibition of PARP1 with PJ34, a known enhancer of muscle NAD levels in mice^9,10^, would have an additive effect, further elevating NAD levels in mKO mice. PJ34 proportionally suppressed muscle PAR in both genotypes (Fig. 2c). However, while PARP1 inhibition caused an anticipated increase in muscle NAD in mWT mice^10^, it failed to further elevate NAD in mKO muscles (Fig. 2d). Thus, reduced PARP1 activity in mKO muscles was sufficient to maximize NAD levels, suggesting that TAS1R2-mediated NAD regulation is coupled, at least in part, to PARP1 activity.

NAD levels in skeletal muscle respond to changes in glucose or energy availability^5,6^. The fact that glucose, the main circulating sugar, is a bona fide TAS1R2 agonist, suggested a physiological link between glycemia and muscle NAD regulation. To test this hypothesis, we acutely stimulated TAS1R2 using glucose or 3-O-methylglucose (3-OMG), a glucose analogue that cannot be metabolized but exhibits the same TAS1R2 affinity as glucose^23,24^. C2C12 cells treated with high glucose or 3-OMG for 6 h exhibited decreased NAD levels (Fig. 2e) and increased PARP1 activity (Fig. 2f) compared to low glucose control. Importantly, the NAD-lowering effect of 3-OMG was prevented by pharmacological inhibition of TAS1R2/TAS1R3 (gurmarin) or PARP1 (PJ34) (Fig. 2g). While differentiated myocyte cultures from mKO muscles exhibited elevated NAD levels compared to mWT cultures (Fig. S3c), stimulation of primary mWT myocytes with glucose did not consistently alter NAD levels. Further investigation is required to elucidate the physiological factors contributing to the NAD insensitivity to glucose manipulations in primary myocytes.

To assess the physiological relevance of the TAS1R2-PARP1-NAD axis in vivo, we subjected mice to fasting and refeeding to induce rapid changes in glycemia (Fig. S3e). Regardless of the feeding state, mKO muscles exhibited higher NAD levels (Fig. 2h) and lower PARP activity (Fig. 2i) than mWT muscles. Refeeding proportionally suppressed muscle NAD levels in both genotypes (Fig. 2h). In contrast, PARP activity increased with feeding in mWT muscles but remained unchanged in TAS1R2-deficient mKO muscles (Fig. 2i), indicating that the modulation of PARP activity in response to glycemia fluctuations relies on functional TAS1R2 signaling. Considering that the TAS1R2 receptor in skeletal muscle is consistently exposed to circulating glucose, we examined and identified a negative correlation between plasma glucose levels and muscle NAD levels in both mWT and mKO mice (Fig. 2j), consistent with the responses observed during fasting and refeeding. Notably, the deficiency of TAS1R2 signaling in mKO muscles amplified NAD responses across the glycemic range, indicating a TAS1R2-dependent regulatory component. Taken together, these findings support a putative link between glucose-induced activation of TAS1R2-PARP1 axis and the regulation of NAD consumption in muscle cells.

### TAS1R2 activates an ERK2-PARP1 signaling axis in skeletal muscle

In neurons, ERK2 can directly phosphorylate and activate PARP1^25–27^ independent from DNA damage^28^. Since ERK1/2 is a downstream mediator of TAS1R2/TAS1R3 signaling^29^, we investigated its contribution to the regulation of PARP1 activity in skeletal muscle. The general ERK1/2 inducer, phorbol 12-myristate 13-acetate (PMA), increased PARP activity in C2C12 cells (Fig. S4a), suggesting that, like in neurons, ERK1/2 activation can modulate PARP activity in muscle cells. Acute stimulation of TAS1R2 in vivo through intramuscular injections of sucralose or 3-OMG led to rapid phosphorylation of ERK1/2 in mWT, but not in mKO muscles (Fig. S4b, c), suggesting the presence of a TAS1R2-ERK1/2 signaling axis in skeletal muscle. To further elucidate the specificity of TAS1R2 signaling cascade, we engineered mice with transgenic expression of the human TAS1R2 receptor in the muscles of mKO mice (mTg) and used aspartame, a human-specific TAS1R2 agonist that the mouse TAS1R2 receptor cannot sense^30^. Aspartame injection stimulated ERK1/2 in “humanized” TAS1R2 mTg muscles but not in mWT muscles expressing native mouse TAS1R2 (Fig. 3a). The induction of ERK2 was substantially stronger than ERK1 in both the cytoplasm and the nucleus, where PARP1 is located (Fig. 3a). Indeed, ERK2, but not ERK1, co-immunoprecipitated with PARP1 in muscle nuclear isolates, indicating an interaction (Fig. S4d). In neurons, ERK2 directly phosphorylates PARP1 at the S372/T373 residues^25^. Consequently, ERK2-mediated PARP1 phosphorylation (p-PARP1) and activity (PAR) was increased in muscles from aspartame-dosed mTg mice (Fig. 3b), as detected by an ERK2-specific phospho-PARP1 antibody (Fig. S4d). In contrast, treatment with epidermal growth factor (EGF), which robustly activates ERK1/2 through the EGF receptor tyrosine kinase, did not affect PARP1 phosphorylation or activity in skeletal muscle (Fig. S4e), suggesting specificity of the ERK2-PARP1 axis to TAS1R2 signaling. To determine whether the robust stimulation of TAS1R2 signaling by aspartame can also impact NAD *levels* in vivo, fasted mWT and mTg mice were subjected to repeated ip. injections of saline or aspartame. Aspartame treatment caused a substantial drop in NAD levels in mTg mice, but aspartame-insensitive mWT mice remained unresponsive (Fig. 3c and Fig. S4f). These findings corroborate the physiological relevance of glucose-induced stimulation of TAS1R2-NAD axis (Fig. 2h–j) and demonstrate that direct stimulation of TAS1R2 in vivo is causatively linked to muscle NAD regulation. Like in muscles in vivo, sucralose activated pERK2 and proportionally increased PAR in C2C12 muscle cells (Fig. 3d, e), but ERK1/2 inhibition with 2-(2-amino-3-methoxyphenyl)-4H-1-benzopyran-4-one (PD98059; PD) (Fig. S4g) blocked sucralose-induced PARP1 phosphorylation (Fig. 3d, f) and activity (Fig. 3d, g). These findings suggest that STR signaling in skeletal muscle modulates PARP1 activity, at least in part, through ERK1/2 activation (Fig. 3h).

**Fig. 3:**
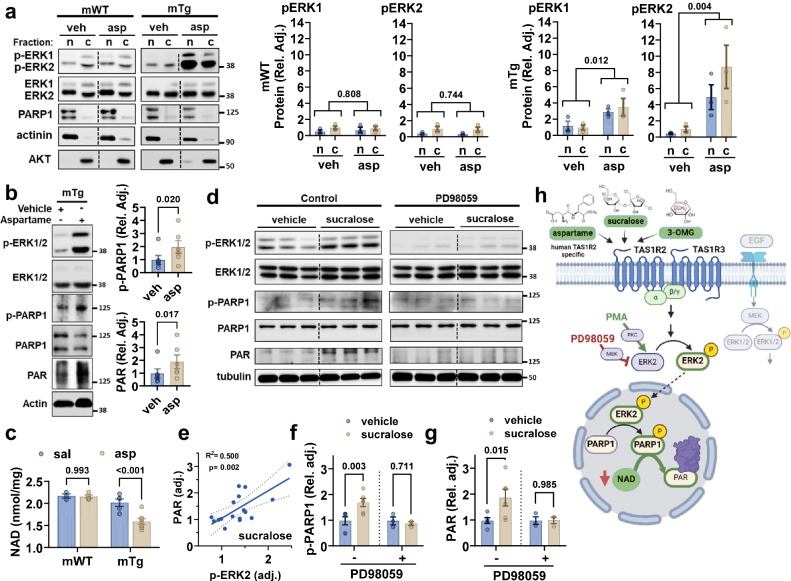
TAS1R2 activates the ERK2-PARP1 axis in skeletal muscle. **a** Immunoblotting and quantitation of p-ERK1 and p-ERK2 in response to intramuscular injection of aspartame (asp) or vehicle (veh) in nuclear (n) or cytoplasmic (c) fractions of mWT and mTg muscles. Relative induction compared to cytoplasmic vehicle control (*n* = 3 for all groups). Actinin and PARP1 nuclear fraction markers, AKT cytoplasmic fraction marker. Data are presented as mean ± SEM. Two-way ANOVA treatment effect (brackets). **b** Immunoblotting and quantitation of p-PARP1 and PAR in nuclear extracts in response to intramuscular injection of aspartame or vehicle in mTg mice (*n* = 6 in all groups). Data are presented as mean ± SEM. Two-sided *t* test. **c** NAD concentration in muscles from 24 h fasted mWT and mTg mice treated with i.p. saline (sal) or aspartame (asp) (mWT sal, *n* = 3; mWT asp *n* = 4; mTg sal, *n* = 5, mTg asp, *n* = 7). Data are presented as mean ± SEM. Two-way ANOVA (interaction p = 0.013), Sidak post-hoc effect. **d** Immunoblotting of p-ERK 1/2, ERK 1/2, p-PARP1, PARP1, and PAR in C2C12 cells treated with sucralose or vehicle, with or without the ERK1/2 inhibitor, PD98059. **e** Simple linear regression of p-ERK2 with PAR in sucralose-treated C2C12 cells (*n* = 17). F-test. Slope *p*-value. **f** Immunoblotting of p-PARP1 and (**g**) Immunoblotting of PAR in C2C12 cells treated with sucralose or vehicle, with or without the ERK1/2 inhibitor, PD98059 (vehicle control, *n* = 6; vehicle sucralose, *n* = 6; PD98059 control, *n* = 3; PD98059 sucralose, *n* = 3). Data are presented as mean ± SEM. Two-sided *t* test. **h** Schematic of TAS1R2 signaling cascade. Activation of STR (TAS1R2/TAS1R3) with agonists such as 3-OMG, sucralose, or aspartame (human TAS1R2-specific) increases the phosphorylation of ERK2 (and ERK1) in the cytoplasm and nucleus. Activated ERK2 interacts with and directly phosphorylates PARP1 leading to its activation and increased PAR. PMA is an activator and PD98059 an inhibitor of ERK1/2, respectively. Panel (h) was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. Source data are provided as a Source Data file. Blots were repeated twice with similar results.

### TAS1R2 regulates skeletal muscle mitochondrial capacity and fitness

Increased NAD in skeletal muscle activates the SIRT1-PGC1α axis causing beneficial adaptations in mitochondria^9^. Total acetylation was similar between genotypes (Fig. S5a), but we found reduced PGC1α acetylation (Fig. 4a, b). Taken together with the elevated NAD levels, these findings are indicative of increased SIRT1 activity in mKO muscles. Next, we tested possible effects of the NAD-SIRT1-PGC1α activation on mitochondria content and function. Transmission electron microscopy revealed higher mitochondrial density in myofibers of mKO mice (Fig.4c) and immunoblotting showed elevated levels of electron transport chain (ETC) proteins (Fig. 4d). Consequently, mKO myofibers displayed increased mitochondrial oxidative capacity compared to mWT controls (Fig. 4e). Given the substantial effects on mitochondrial function, we tested the running capacity of mice and found higher endurance in mKO mice (Fig. 4f). These phenotypic adaptations cannot be attributed to differences in body size or growth (Fig. S5b–d), glucose tolerance or insulin sensitivity (Fig. S5e–h), or other secondary effects associated with energy balance and activity (Fig.S5i–l). Collectively, this data indicates that the increased NAD levels resulting from the inhibition of PARP1 activity in TAS1R2-deficient muscles (mKO) contribute to noteworthy functional adaptations in mitochondria and overall muscle fitness (Fig. 4g).

**Fig. 4:**
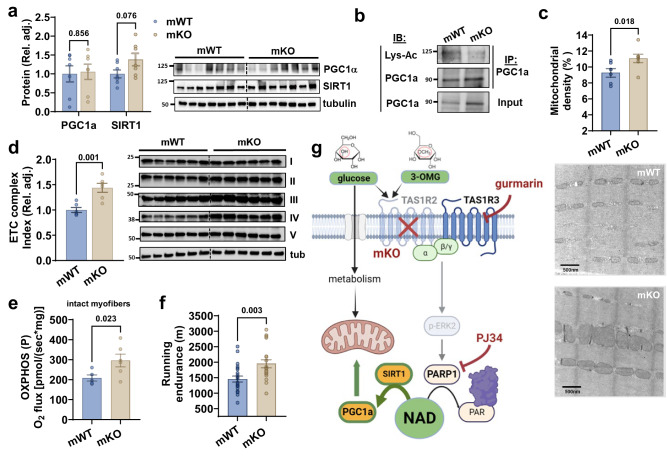
TAS1R2 regulates skeletal muscle mitochondrial capacity. **a** Quantitation and immunoblotting of PGC1α and SIRT1 in mWT and mKO muscles (mWT *n* = 7; mKO *n* = 7). Tubulin is loading control. Data are presented as mean ± SEM. Two-sided *t* test. **b** Immunoblotting (IB) of acetylated PGC1α (Lys-AC) in mWT and mKO muscle lysates immunoprecipitated (IP) with total PGC1α. **c** Mitochondrial density and structure of mWT and mKO soleus muscle using transmission electron microscopy (TEM) (mWT *n* = 6; mKO *n* = 7). Data are presented as mean ± SEM. Two-sided *t* test. **d** Immunoblotting and quantitation of mitochondrial electron transport chain (ETC) proteins in mWT and mKO muscle (mWT *n* = 6; mKO *n* = 6). Data are presented as mean ± SEM. Two-sided *t* test. **e** Respiratory capacity in the ADP-activated state of oxidative phosphorylation (OXPHOS P) of intact muscle fibers from mWT and mKO mice (mWT *n* = 5; mKO *n* = 6). Data are presented as mean ± SEM. Two-sided *t* test. **f** Treadmill running endurance of mWT and mKO mice using constant intensity to exhaustion (mWT *n* = 22; mKO *n* = 19). Data are presented as mean ± SEM. *t* test. **g** Genetic (mKO) inhibition of TAS1R2 reduces PARP1 activity, increasing the availability of NAD for SIRT1. This causes subsequent beneficial effects on mitochondrial function and muscle fitness. Direct inhibition of PARP1/2 with PJ34 can elicit similar effects. Panel (**g**) was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. Source data are provided as a Source Data file. Blots were repeated twice with similar results.

## Discussion

All cells possess glucose-sensing mechanisms that link energy availability to cellular processes governing homeostasis. Typically, these mechanisms rely on glucose uptake and subsequent transformation into metabolites detectable by intracellular sensors^31^. In this study, we elucidate the relationship between glucose sensing and NAD homeostasis in skeletal muscle, emphasizing the critical role of TAS1R2, the GPCR traditionally associated with sweet taste perception^17^. Our findings reveal that TAS1R2 directly regulates NAD levels, underscoring its significance in linking peripheral energy availability to cellular processes controlling homeostasis.

We demonstrate the expression of *Tas1r2* and *Tas1r3* in myofibers, suggesting that sweet taste receptors have a biological function in skeletal muscle. Importantly, their expression levels align with other relevant GPCRs, indicating a functional role in sensing and responding to circulating energy substrates. Using various agonists, we show that activation of TAS1R2 signaling negatively regulates NAD levels by increasing PARP1 activity. In skeletal muscle, PARP1 is the primary consumer of NAD, utilizing it for protein poly(ADP)-ribosylation (PAR)^1^. Consequently, pharmacological or genetic inhibition of TAS1R2 attenuates PARP1 activity, causing sustained increases in NAD levels. Mechanisms or strategies that boost NAD levels can induce beneficial adaptations in skeletal muscle^32^. In part, this is because NAD is also a substrate for SIRT1, so lowering PARP1 activity can redirect NAD toward SIRT1-mediated utilization^21^. We found increased SIRT1 activity in mKO muscles associated with beneficial adaptations in mitochondrial capacity and running endurance. These findings demonstrate that elevated NAD levels in TAS1R2 deficient muscles can translate into significant physiological adaptations. Direct inhibition of PARP1, the downstream effector of TAS1R2 signaling, also activates the NAD-SIRT1 axis leading to similar beneficial effects, including mitochondrial content and function, and running endurance^9,10^. However, these studies targeting PARP1 inhibition did not demonstrate or propose any physiological context or molecular signal that mediates these responses^9,10^. Therefore, TAS1R2 and PARP1 loss-of-function in mice display similar phenotypic attributes, further corroborating a functional coupling between TAS1R2 and PARP1 activity. The adaptive effects resulting from TAS1R2 deficiency in skeletal muscle are comparable to other approaches that positively affect NAD levels, such as NAD precursor supplementation^2,3,33^ or exercise training^4,6,34,35^, all directed towards promoting NAD synthesis. However, enhancing NAD synthesis through NAMPT overexpression in skeletal muscle proved insufficient to promote mitochondrial adaptations^36^, suggesting a dynamic interplay between complex mechanisms that control NAD bioavailability. In light of this, the adaptations observed in our mouse models imply that regulating NAD consumption might yield greater benefits for skeletal muscle than solely focusing on promoting its synthesis.

Most notably, our study establishes TAS1R2 as a glucose-sensing GPCR with independent influence on NAD levels in skeletal muscle. Fluctuations in ambient glucose induced by fasting-refeeding cycles or glucose restriction are traditionally associated with changes in NAD biosynthesis, underscoring an intimate link between energy availability and the modulation of NAD homeostasis^5,6^. These effects have been attributed to shifts in energy metabolism and the activation of intracellular energy sensors that depends on nutrient metabolism. However, our findings suggest that TAS1R2-mediated glucose sensing can independently alter NAD levels through extracellular energy sensing. This is particularly relevant given that the physiological range of blood glucose concentrations aligns with the affinity values of glucose for TAS1R2^37^. Therefore, in addition to the modulation of NAD synthesis by metabolic sensors through the transcriptional regulation of NAMPT^5,6^, TAS1R2 receptor-mediated glucose sensing concurrently targets NAD consumption through the regulation of PARP1 activity. Targeting NAD synthesis and consumption through two distinct mechanisms, one relying on glucose uptake and metabolism^6^ and the other on receptor-mediated peripheral glucose sensing, may be necessary for critical adjustments of the NAD pool accompanying large energy or nutrient shifts. Considering that intracellular energy sensors, such as AMPK^6,35^, can be equally influenced by the metabolism of glucose or any other macronutrient, a mechanism involving nutrient-specific GPCR signaling can be rapidly deployed following changes in the circulating concentrations of the corresponding nutrient. This may confer a physiological advantage for the modulation of NAD that depends on both general energy cues and nutrient-specific ones. Although this notion requires further investigation, skeletal muscle also expresses GPCRs that sense fatty acids^38^ and amino acids^39^ which may contribute to this or other relevant sensory processes.

Another finding of our studies is the identification of an ERK1/2-PARP1 signaling axis in skeletal muscle. Specifically, ERK1/2 activation downstream of TAS1R2 stimulation directly phosphorylates and activates PARP1, leading to NAD utilization. ERK1/2 have been implicated in the regulation of skeletal muscle maintenance^40^ or development^41^, but their direct effects on muscle bioenergetics are unclear^42^. The ERK2-PARP1 axis was shown to be selective, as robust activation of ERK1/2 through the EGF tyrosine kinase receptor had no effect on PARP1 phosphorylation of activity. Therefore, the selective interaction between ERK1/2 and PARP1 underscores the specificity of the TAS1R2 signaling cascade in skeletal muscle in response to relevant extracellular stimuli. This concept is aligned with previous reports showing that receptor-mediated amino acid sensing in skeletal muscle regulates mTORC1 through ERK1/2 signaling^39,43^. Taken together, these findings raise the possibility that myocytes integrate GPCR-dependent signals derived for all classes of circulating macronutrients.

In summary, our study uncovers a GPCR-dependent signaling mechanism that fine tunes skeletal muscle NAD bioavailability in response to changes in extracellular glucose. We postulate that TAS1R2 may function as a peripheral energy surveyor, conveying signals to myocytes about shifts in energy availability. Consequently, chronic TAS1R2 deficiency is likely perceived as prolonged energy deprivation eliciting NAD-dependent adaptations akin to those observed under similar conditions^1^. This mechanism offers insights into the intricate interplay between nutrient sensing and cellular adaptations and unveils possible therapeutic approaches. Given that GPCRs are established targets for pharmacological interventions^44^, the inhibition of TAS1R2 receptor could benefit individuals with compromised muscle health.

## Methods

### Animals

All animal procedures were performed under the approval of The Ohio State University institutional animal care and use committee (IACUC). Mice were housed on a 12 h light/dark cycle with free access to water and standard diet. Male mice were used for experimental purposes only after reaching sexual maturity at 12-16 weeks of age unless otherwise stated.

*Tas1r2* floxed mice (Tas1r2^fl/fl^) were generated from the KOMP Repository (#CSD25803). *Tas1r2* iCre knock in mice (Tas1r2^iCre^) were previously generated as described^19^. Human *TAS1R2* transgenic mice (hTAS1R2^fl-stop^) were created by InGenious Targeting Laboratory (Ronkonkoma, NY) by placing a cDNA cassette containing a synthetic CAG promoter, a floxed NEO stop cassette, the consensus human TAS1R2 cDNA, an IRES-EGFP, and a BGH polyA on the mouse *ROSA26* locus. Whole body *Tas1r2* knockout mice (bKO) were a gift from Dr. Zuker^18^. *Myogenin*-Cre mice (Myo^Cre^) were a gift from Dr. Olson^45^. The above mouse lines (hTAS1R2^fl-stop^, Tas1r2^fl/fl^, Tas1r2^iCre^, and Myo^Cre^) were backcrossed and then maintained to pure C57BL6/6 J strain (using Jax# 000664). RiboTag-Rpl22^fl/fl-HA^ (RiboTag^fl/fl^) (Jax# 029977) and tdTomato mice (Td^fl/fl^) (Jax#007914) were obtained from the Jackson Lab (Bar Harbor, ME).

Td^fl/fl^ mice were crossed with Tas1r2^iCre^ mice to generate mice (Td^Tas1r2^) that express Tdtomato in Tas1r2 positive cells^19^. RiboTag^fl/fl^ mice were crossed with Myo^Cre^ mice to generate mice (HA-RiboTag^Myo^) that express Rpl22-HA in myogenin-positive cells (myocytes).

Tas1r2^fl/fl^ mice were crossed with Myo^Cre^ mice to generate mice (mKO) with muscle-specific deletion of *Tas1r2*. mKO mice were crossed with hTAS1R2^fl-stop^ mice to generate mice (mTg) with muscle-specific transgenic overexpression of human *TAS1R2* without endogenous *Tas1r2*. We used a specific breeding scheme to obtain wild-type control (mWT), mKO, and mTg congenic littermates: Congenic male mice carrying one Myo^Cre^ allele, one hTAS1R2^fl-stop^ allele and two Tas1r2^fl/fl^ alleles were crossed with congenic female mice carrying two Tas1r2^fl/fl^ alleles. Male offspring carrying two Tas1r2^fl/fl^ alleles were used as wild-type controls (mWT). Male offspring carrying one Myo^Cre^ allele and two (floxed out) Tas1r2^fl/fl^ alleles were used for muscle-specific genetic deletion of *Tas1r2* gene (mKO). Male offspring carrying one Myo^Cre^ allele, two (floxed out) Tas1r2^fl/fl^ alleles, and one (floxed STOP) hTAS1R2^fl-stop^ allele were used as muscle-specific transgenic expression of *hTAS1R2* gene without the endogenous mouse *Tas1r2* gene (mTg).

### Mouse genotyping

Mice were ear-punched at weaning and punches were digested with 100 µL of 50 mM NaOH for 1 h at 95 °C. Samples were then cooled at room temperature, spun, and neutralized with 20 µL of 1 M Tris pH8 and 100μL of water. Clear homogenates were subsequently genotyped by PCR and electrophoresis using specific primers. Primer sequences and genotyping details can be found in the Supplementary Information.

### Mouse in vivo treatments

*PJ34 treatment:* Administration of 10 mg/kg PJ34 (Cayman Chemicals, Ann Arbor, MI) was performed IP twice a day for 5 days before the tissue harvest. *Sweetener injections:* For intramuscular sweetener injections, 5 h fasted mice were anesthetized with 165 mg/kg pentobarbital (Sagent, Schaumburg, IL) and 10μL of sucralose (100 mM) (Sigma-Aldrich, Saint Louis, MO), 3-o-methylglucose (30 mM) (Sigma-Aldrich, Saint Louis, MO), or aspartame (5 mM) (Cayman Chemicals, Ann Arbor, MI) were injected with a 20μL Hamilton syringe (Hamilton Company, Reno, NV) in the vastus medial using the contralateral leg as saline-injected control. Muscles were dissected exactly 10 min after each injection and snap-frozen in liquid nitrogen. *Fast/refed treatment:* Mice were divided into cohorts of 4 mice and randomized between fasted and refed. Each day, a cohort was fasted starting 7am for a total of 24 h. Mice were kept fasted or were refed in a staggered fashion, so each harvest was performed exactly 2 h after the additional fasting or refeeding. *Aspartame treatment:* Mice were divided into cohorts of 4 mice and randomized between Saline and Aspartame. Each cohort was fasted for 20 h and mice were then injected IP with 200 μL saline (Pfizer, New York, NY) or 200μL of 7.5 mg/ml aspartame (60 mg/kg) (Cayman Chemicals, Ann Arbor, MI). Mice were injected six times (360 mg/mg aspartame) spanning a 4 h period and harvested right after.

### Harvest and tissue processing

All harvests were performed between 1 pm and 2 pm after a 5 h fast, unless otherwise stated. All tissues were collected in vivo under 165 mg/kg pentobarbital anesthesia (Sagent, Schaumburg, IL) using heat pads to sustain body temperature. Muscles were harvested tendon to tendon starting with the left leg and immediately snap-frozen in liquid nitrogen. Samples for RNA extraction were stored at -80 °C until use. Samples for protein determination and metabolomics were lyophilized overnight at -50 °C and 0.5mbar and then pulverized in 2 ml Sarstedt tubes (Newton, NC) containing 2 RNase-free plastic beads (OMNI, Kennesaw GA) in a Precellys homogenizer (Bertin Technologies, Rockville, MD) at 0 °C × 7200RPM × 20 s × 15 s pause × 3 cycles.

### Primary myocyte isolation and culture

Mouse hindlimb muscles were dissected in PBS (Gibco-Life Technologies, Grand Island, NY), sliced into 1 mm pieces in HBSS (Gibco-Life Technologies, Grand Island, NY), and digested for 45 min at 37 °C using 400U/ml collagenase (Gibco-Life Technologies, Grand Island, NY) and 0.08 U/ml dispase II (Roche, Germany). Tissues were then triturated by aspiration with a 1 ml pipette and incubated for additional 45 min before the reaction was stopped by addition of pre-warmed pre-plating medium (PPM), consisting of 90% low glucose DMEM (Sigma-Aldrich, Saint Louis, MO), 10% FBS, 1x glutamax, 1% penn-strep (all Gibco-Life Technologies, Grand Island, NY). Cells were strained, spun at 300 g, re-suspended in PPM, and incubated into a 100 mm tissue dish for 3 h. Myoblasts were then released from the culture dish by gentle agitation leaving the adherent fibroblasts behind and the medium was spun at 300 g. Pelleted cells were re-suspended in growth medium (GM), consisting of 80% Ham’s F-10, 20% FBS, 1x Glutamax (Gibco-Life Technologies, Grand Island, NY), 2.5 ng/ml bFGF, 10 ng/μL EGF, 1ug/ml insulin, 0.39 mg/ml dexamethasone (all Sigma-Aldrich, Saint Louis, MO), 1% penn-strep (Gibco-Life Technologies, Grand Island, NY). Cells were incubated on collagen-coated T25 flasks, and expanded for 5-6 days until clusters of 2-5 cells appeared. Cells were then purified for a second time (trypsinized in 1:1 PBS, pre-plated with PPM, separated from fibroblasts by agitation, spun at 300 g, resuspended in GM) and expanded from T25 to T75 flasks. Cells were differentiated at passage 6 by seeding 50000 cells into collagen-coated 24-well plates and switching to differentiation media (DM), consisting of 98% high glucose DMEM (Sigma-Aldrich, Saint Louis, MO), 2% horse serum, 1x Glutamax, 1% pen-strep (all Gibco-Life Technologies, Grand Island, NY) 24 h after. NAD was determined after 6 days of differentiation.

### C2C12 culture and studies

C2C12 (ATCC CRL-1772) were cultured in high glucose DMEM (Sigma-Aldrich, Saint Louis, MO) with 10% fetal bovine serum and 1% Penn/Strep (all Gibco-Life Technologies, Grand Island, NY) using 75cm^2^ flasks. Cells were passaged in 24-well plates for NAD or 6-well plates for signaling studies at a density of 52632 cells/cm^2^ and media was changed to high glucose DMEM (Sigma-Aldrich, Saint Louis, MO) with 2% horse serum and 1% Penn/Strep (all Gibco-Life Technologies, Grand Island, NY) upon confluence to start differentiation. For the assessment of NAD cells were switched to 5 mM glucose DMEM (Sigma-Aldrich, Saint Louis, MO) 2% horse serum and 1% Penn/Strep at day 4 of differentiation (all Gibco-Life Technologies, Grand Island, NY). After 2 days, the acute effects of adding glucose (20 mM) (Gibco-Life Technologies, Grand Island, NY), 3-o-methylglucose (20 mM) (Sigma-Aldrich, Saint Louis, MO), PJ-34 (1uM) (Cayman Chemicals, Ann Arbor, MI) or gurmarin (30ug/ml) (MyBioSource, San Diego, CA) were evaluated by spiking stock volumes in the wells for 6 h before harvesting. For signaling experiments, C2C12 cells at day 6 of differentiation were equilibrated in EBSS (Gibco-Life Technologies, Grand Island, NY) for 10 min and subsequently incubated with 2x stocks in EBSS to achieve 10 mM sucralose (Sigma-Aldrich, Saint Louis, MO), 10μM PD98059 (Cayman Chemicals, Ann Arbor, MI), 10 ng/ml EGF (Sigma-Aldrich, Saint Louis, MO), or 0.1 mM PMA (Sigma-Aldrich, Saint Louis, MO).

### Oxygen consumption in isolated fibers and primary cultures

Measurement of mitochondrial function (oxygen consumption) in muscle fibers and cells was performed as described^46^. Oxygen consumption in saponin-permealized fibers was performed using Oxygraph 2 K (Oroboros, Austria). Maximal respiration supported by electron flux was measured with the addition of ADP (500 mM) after stabilization on saturating pyruvate-malate (2 M). Steady-state O2 flux for was determined and normalized to fiber dry weight using Datlab 6 software (Oroboros).

### Mouse body metrics (podikometry)

Body composition was measured in duplicate using an EchoMRI instrument, calibrated daily with 40.5 g of canola oil, and percent composition was calculated after subtraction of free water. Body length and tibia length were measured at harvest using pre-calibrated Traceable digital calipers (Fisher Scientific, Waltham, MA). Liver weight was measured immediately during the dissection with a 0.1 mg precision.

### Glucose and insulin homeostasis

Glucose tolerance tests were performed intraperitoneally (i.p.GTT) or intragastrically (ig.GTT) with 1 g/kg glucose in 5 h fasted mice. Insulin tolerance test (ITT) was assessed in 5 h fasted mice with 0.5U/kg insulin (Humulin R U-100; Eli Lilly, Indianapolis, IN). Plasma glucose was measured from the tail vein using AlphaTRAK 2 glucometers (Zoetis, Parsippany, NJ). Plasma glucose and insulin was measured in ad libitum mice (9am). For insulin measurement, blood was collected and centrifuged immediately at 2000g in EDTA-treated tubes and analyzed via ELISA (ChrystalChem ultrasensitive insulin kit; Elk Grove Village, IL). The quantitative insulin sensitivity check index (QUICKI) was calculated as the inverse of the sum of the logarithms of insulin (μU/ml) and glucose (mg/dL).

### Energy balance and activity

An automated phenotyping homecage system (TSE PhenoMaster; TSE Systems, Germany) was used to perform behavioral and metabolic tests in single-caged mice. Phenotypic measurements of activity, food, and water intake and expired O_2_ and CO_2_ were performed ad libitum in cohorts of male mWT and mKO mice. RER and expenditure were automatically calculated from the software (TSE PhenoMaster 15.7.6.2) using the values of expired gases. Data was analyzed by regression following standardized guidelines using jamovi 2.2.5^47^.

### Running endurance (treadmill)

Running endurance was performed between 12 and 2 p.m. in 5 h fasted male mice using an Exer 6 treadmill (Columbus Instruments, Columbus OH). All mice were accustomed to the treadmill for at least 2 sessions of acclimatization. Endurance was tested with a constant intensity protocol, consisting of 5 min–0°–10 m/min, 5 min–0°–20 m/min, and then 10°–20 m/min until exhaustion.

### RNA isolation, gene expression and analysis

Frozen tissue samples were homogenized with 1 mL of TRIzol (Invitrogen-Thermo Fisher Scientific, Waltham, MA), 3 2.8 mm plastic beads (OMNI, Kennesaw GA), and 1 0.05 mL scoop of 0.05 mm glass beads (Next Advance, Troy, NY) at 0 °C × 6800RPM × 20 s × 10s pause × 9 cycles. Homogenization was repeated 5 times. Samples were separated from beads and mixed with 200 µL of chloroform (Sigma-Aldrich, Saint Louis, MO) in 1.5 mL tubes. Samples were centrifuged at 12,000*g* × 4 °C × 15 min. Clear phase was separated, and ethanol (200 proof; Fisher Scientific, Waltham, MA) was added 1:1 with clear phase. A Zymo Research Direct-zol RNA Microprep kit (Irvine, CA) was used for purification. RNA concentration was measured using NanoDrop (Thermo Fisher Scientific, Waltham, MA). 1μg RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems-Thermo Fisher Scientific, Waltham, MA). cDNA was brought to 100μL and 2μL of sample per well was used in real time PCR using SYBR chemistry (Bio-Rad, Hercules, CA). The cycle thresholds were compared to the *Rn18s* gene and gene expression was expressed in arbitrary units as 2^-ΔCt^. Primer sequences can be found in the Supplementary Information.

### Ribotag RNA isolation and analysis

Muscle samples of RiboTag^Myo^ mice were harvested, washed in PBS with 100 μg/ml cycloheximide (Millipore-Sigma, Burlington, MA), and frozen in liquid nitrogen. Frozen samples were pulverized and homogenized in 1 mL of cold polysome buffer (20 mM Tris pH 7.4, 10 mM MgCl, 200 mM KCl; all Invitrogen-Thermo Fisher Scientific, Waltham, MA; 2 mM DTT, 1% Triton X-100, 100 μg/ml cycloheximide; all Millipore-Sigma, Burlington, MA) using 2 mL Dounce homogenizer (Wilmad, Vineland, NJ). Homogenates were transferred to a 1.5 ml RNase-free tube and centrifuged at 17,000 × g, 4 °C, for 10 min. The supernatant was brought to a fresh 1.5 mL tube and 100μL of sample was saved as input. The remaining supernatant was incubated with 4 μL of anti-hemagglutinin antibody for 3–6 h at 4 °C with constant rotation. 50 μL of AG Magnetic Beads (Pierce-Thermo Fisher Scientific, Waltham, MA) were washed 5 times with polysome buffer, re-suspended into 50 μL of polysome buffer, and added to the samples. Following overnight rotation, the samples were placed on a magnetic rack and washed 5x with 500 μL of high salt buffer (20 mM Tris pH 7.4, 10 mM MgCl, 300 mM KCl; all Invitrogen-Thermo Fisher Scientific, Waltham, MA; 2 mM DTT, 1% Triton X-100; all Millipore-Sigma, Burlington, MA) before elution with 300 μL of TRIzol (Invitrogen-Thermo Fisher Scientific, Waltham, MA). The supernatant was mixed with an equal volume of ethanol and RNA was immediately extracted using a purification kit (Zymo Research, Irvine, CA). Reverse transcription and real time PCR were performed thereafter with our standard protocol. Gene enrichment was calculated as the ratio between elution and input expression. Associations with cell markers were evaluated through principal component analysis of eluate gene expressions after normalization with *Rn18s*.

### Transcriptomics

RNA eluates from RiboTag^Myo^ muscle tissue pulldown were send to the OSU Genomics Core for transcriptomic profiling using an Affymetrix mouse Clariom S hybridization array (Thermo Fisher Scientific, Waltham, MA). Samples were processed per the manufacturer’s protocol for a Clariom S Pico assay after a quality and quantity control with an Agilent TapeStation 4200 (Agilent, Santa Clara, CA) and a NanoDrop (Thermo Fisher Scientific, Waltham, MA). The resulting hybridization intensities were processed with Transcriptome Analysis Console 4.0 using the default configuration over the Clariom S Mouse updated transcript version 2.

### Immunohistochemistry and tissue fluorescence

For TdTomato tissue fluorescence, muscles were cryo-protected in 30% sucrose overnight, then frozen in OCT (Thermo Fisher Scientific, Waltham, MA), sectioned, mounted (Prolong Gold Antifade Mountant; Thermo Fisher Scientific, Waltham, MA), and imaged using Zeiss LSM 900 confocal (Zeiss, Germany) with a 581 nm filter and Zen 3.0 Zeiss Confocal software.

### Electron Microscopy

Transmission electron microscopy imaging of muscle samples was performed by the OSU imaging core. Soleus samples were specially chosen for their fast fixation, thus preserving mitochondrial ultrastructure. Samples were dissected and fixed in 2.5% glutaraldehyde (Sigma-Aldrich, Saint Louis, MO) in 0.1 M phosphate buffer. Samples were postfixed with 1% osmium tetroxide and then *en bloc* stained with 1% aqueous uranyl acetate, dehydrated in a graded series of ethanol, and embedded in Eponate 12 epoxy resin (Ted Pella Inc., Redding, CA). Ultrathin sections were cut with a Leica EM UC7 ultramicrotome (Leica microsystems Inc., Deerfield, IL) and collected on copper grids. Images were acquired with an FEI Technai G2 Spirit transmission electron microscope (Thermo Fisher Scientific, Waltham, MA) operating at 80 kV, and a Macrofire (Optronics, Inc., Chelmsford, MA) digital camera and AMT image capture software. For random sampling during imaging, at least 3 myofibers per subject were identified and then each was imaged in at least 4 random locations. The process was repeated at 11500x and 34000x.

### NAD cyclic assay

NAD was determined by a cycling assay based on alcohol dehydrogenase after the acidic destruction of NADH^48^. 500μL of ice-cold 0.6 M perchloric acid (Sigma-Aldrich, Saint Louis, MO) was added to pelleted cells or to 2-3 mg of lyophilized tissue placed in 500μL skirted tubes with 5 mg of glass beads (Next Advance, Troy, NY). Samples were homogenized at 0 °C in a Precellys homogenizer (Bertin Technologies, Rockville, MD) with 3 cycles of shaking at 7200RPM × 20 s and 15 s pause, repeated 4 times. The homogenates were centrifuged at 12000 g during 20 min and 4 °C, and 300μL of acidic extract was saved in a new ice-cold 1.5 ml tube and the acidic pellet was saved for protein determination. Samples were then diluted 1:10 (cells) or 1:100 (tissues) with 100 mM PBS (Gibco-Life Technologies, Grand Island, NY) right before starting the assay. The assay was performed in triplicate in black opaque 96 well plates containing 5μL of sample and standards and 95μL of freshly-made cycling assay. The cycling assay consisted on 100 mM PBS (Gibco-Life Technologies, Grand Island, NY), 0.1% BSA (Sigma-Aldrich, Saint Louis, MO), 10 mM NAM (Sigma-Aldrich, Saint Louis, MO), 2% ethanol (Fisher Scientific, Waltham, MA), 10μM FMN, 20μM resazurin, 100μg/μL ADH, 10ug/ml diaphorase (all from Sigma-Aldrich, Saint Louis, MO). Fluorescence was recorded at 530/590 for 30 min. NAD from muscle samples was normalized by mg of dry tissue. For cell determinations, the total protein per well was used to normalize NAD. The acidic cell pellet was centrifuged again at 12000 g during 20 min and 4 °C and any remaining supernatant was discarded. The pellet was then neutralized with 50μL 1 M NaOH and homogenated at 7200RPM x 20 s three times or until solubilization. The basic homogenate was then spun and neutralized with 250μL 100 mM PBS before measuring protein with a BCA kit (Thermo Fisher Scientific, Waltham, MA).

### Muscle metabolomics

Targeted, quantitative metabolomics for nucleotides were performed from lyophilized gastrocnemius muscle as previously described^49–51^.

### Protein extraction

4–6 mg of lyophilized powdered tissue was weighed in 2 ml Sarstedt tubes and protein was extracted with 200μL of RIPA buffer (Thermo Fisher Scientific, Waltham, MA) supplemented with protease and phosphatase inhibitors (Roche, Germany). Samples were placed 10 min on ice and then homogenized with 3 cycles of shaking at 7200RPM × 20 s and 15 s pause in a Precellys (Bertin Technologies, Rockville, MD). After spinning at 12000 g during 30 min, supernatants were placed in new tubes and protein was measured immediately with a BCA kit (Thermo Fisher Scientific, Waltham, MA). Samples were then brought to 2 mg/ml with supplemented RIPA buffer and 6x reducing buffer (Alfa Aesar- Thermo Fisher Scientific, Waltham, MA) and stored at −20 °C if not used immediately.

### Immunoblotting

Samples were heated for 10 min at either 65 °C (samples probed for parylation or mitochondrial proteins) or 85 °C and 10–30μg of protein per lane was loaded into standard 7-10% reducing acrylamide gels for electrophoresis. Protein transfer onto PVDF (for mitochondrial proteins) or nitrocellulose membrane was performed in Towbin buffer at 100 V for 90 min inside a cold 4 °C room. After the transfer, blots were Ponceau-stained, cut into pieces to match the molecular weight of a target and a housekeeping protein, de-stained, and blocked with 5% dehydrated milk (Bio-Rad, Hercules, CA) in TBST buffer. Blots were then probed overnight at 4 °C with corresponding primary antibodies and continuous rocking. After 3 washes in TBST, blots were incubated for 1 h with secondary antibodies, washed again and visualized with SuperSignal reagent (Thermo Fisher Scientific, Waltham, MA) in a Bio-Rad ChemiDoc imaging system. Antibody details and blot scans can be found in Supplementary Information.

### Nuclear isolation

Lyophilized, pulverized muscle powder (12–15 mg) was resuspended in 300 μL PBS containing protease inhibitors (Sigma-Aldrich, Saint Louis, MO) and phosphatase inhibitors (Roche, Germany), and was homogenized via dounce homogenizer. Homogenate was centrifuged at 1900 × *g*, 4 °C for 15 min, and supernatant was isolated as cytosolic fraction. The pellet was further treated with proprietary solutions for nuclear isolation (NE-PER, Thermo Fisher Scientific, Waltham, MA), as follows. CER I buffer and NER buffer were supplemented with protease inhibitors (Sigma-Aldrich, Saint Louis, MO) and phosphatase inhibitors (Roche, Germany). The pellet was resuspended in 150 μL CER I buffer and incubated 10 min on ice. Buffer CER II (8.25 μL) was added to each sample, incubated 1 min on ice, then centrifuged at 16,000 x g, 4 °C for 5 min. Supernatant was collected and added to the cytosolic fraction. Pellet was resuspended in 75 μL NER and incubated on ice for 40 min, with vortexing every 10 min. Samples were centrifuged at 16,000 x g, 4 °C for 10 min. The supernatant was collected as a nuclear fraction. Sample protein concentration was determined via BCA assay (Thermo Fisher Scientific, Waltham, MA).

### Immunoprecipitation

Protein samples (450 μg of each) were diluted to 1 μg/μL in RIPA buffer (Thermo Fisher Scientific, Waltham, MA) with protease inhibitors (Sigma-Aldrich, Saint Louis, MO) and phosphatase inhibitors (Roche, Germany). To pre-clear samples, 50 μL Protein A/G-conjugated magnetic beads (Pierce-Thermo Fisher Scientific, Waltham, MA) were added to each sample and incubated for 60 min at 4 C while rotating. Beads and supernatant were separated magnetically, and 50 μL of supernatant was isolated as an input sample. The remaining supernatant was incubated with 4 μL PARP antibody overnight at 4 °C with rotation. Protein A/G-conjugated beads (50 μL) were added to each sample and incubated at 4 °C for 2 hours. Beads and supernatant were separated magnetically, and supernatant was discarded. Beads were washed 5X in 500 μL cold RIPA with inhibitors. SDS 6X reducing buffer (Alfa Aesar- Thermo Fisher Scientific, Waltham, MA) was added (15 μL) and samples were incubated at 65 °C for 8 min to elute protein, after which 15 μL RIPA with inhibitors was added and protein samples were magnetically separated from beads.

### Schematics and diagrams

Schematics and diagrams were created using BioRender (Science Suite Inc.).

### Statistics

Inferential statistics were performed by null hypothesis significance testing at a significance level of 0.05 using GraphPad Prism 9. Two-tailed tests were systematically employed throughout to infer a difference against the null. Planned comparisons between two groups were analyzed by t-tests. Planned comparisons within 2-factor designs were Šidák corrected after ANOVA, except two western blot experiments run in multiple gels where t-tests were employed. Linear regressions were performed to either test for a significant association between variables (significant slope) or to compare adjusted means between two groups (significant intercept).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source data

Inventory of Supplementary information

## Data Availability

The transcriptomics data generated in this study have been deposited in the GEO repository under accession code GSE241830. Source data are provided with this paper.

# Supplementary material for: The TAS1R2 G-protein-coupled receptor is an ambient glucose sensor in skeletal muscle that regulates NAD homeostasis and mitochondrial capacity
**Source:** Nat Commun. 2024 Jun 8;15:4915. doi: 10.1038/s41467-024-49100-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary figures

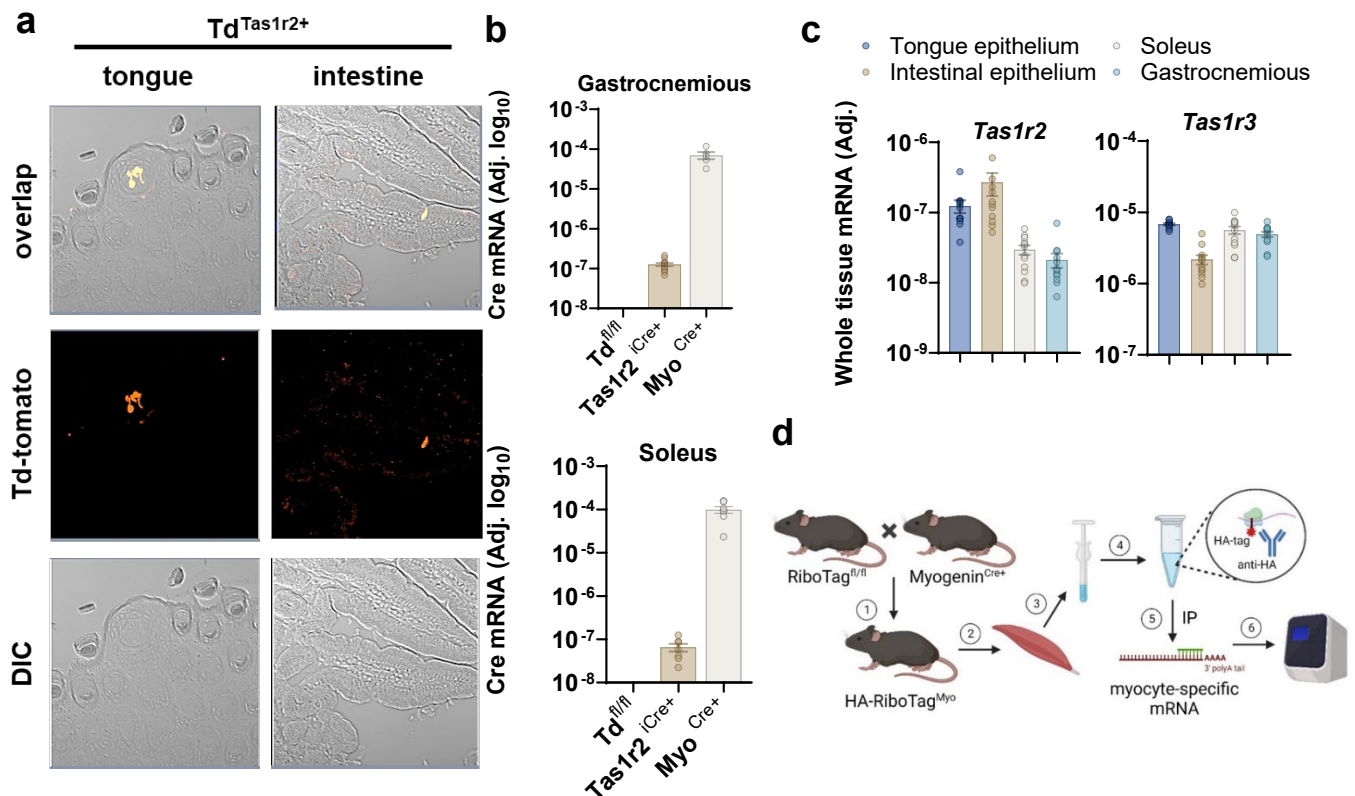

Supplementary Fig.1. The *Tas1r2* and *Tas1r3* sweet taste GPCRs are expressed in skeletal muscle fibers.

(a) Immunofluorescence of TdTomato in the tongue and intestine of *Tas1r2*-Cre:TdTomato-*fl/fl* mice (*TdTas1r2+*) showing *Tas1r2* expressing cells in corresponding tissues. (b) Active Cre expression in gastrocnemius and soleus muscles of *Tas1r2*-Cre⁺ mice. Td-*fl/fl* muscles were used as a negative control and Myo-Cre⁺ muscles were used as a positive control (Gastrocnemius Td-*fl/fl* n=6; *Tas1r2*-Cre⁺ n=13; Myo-Cre⁺ n=5; Soleus Td-*fl/fl* n=6; *Tas1r2*-Cre⁺ n=7; Myo-Cre⁺ n=7). Data is presented as mean ± SEM. (c) Comparison of *Tas1r2* and *Tas1r3* expression in skeletal muscles (i.e., soleus and gastrocnemius) and reference tissues such as epithelia of the tongue and intestine (n=12 for all groups). Data is presented as mean ± SEM. (d) Description of mRNA isolation from Myogenin-Cre:HA-RiboTag-*fl/fl* muscles (see Methods). 1. HA-RiboTag mice (*Rpl22fl-HA*) were obtained from the Jackson Lab (Jax# 029977) and crossed with Myogenin-Cre mice to generate a myocyte HA-RiboTag reporter (HA-RiboTag^{Myo}). 2. Muscle samples were harvested and frozen. 3. Frozen samples were pulverized and homogenized. 4. Supernatant was incubated with anti-hemagglutinin (anti-HA) antibody. 5. mRNA was immunoprecipitated (IP) and extracted. 6. mRNA was further processed for assessing myocyte-specific gene expression. Panel (d) was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. Source data are provided as a Source Data file.

GPCRs

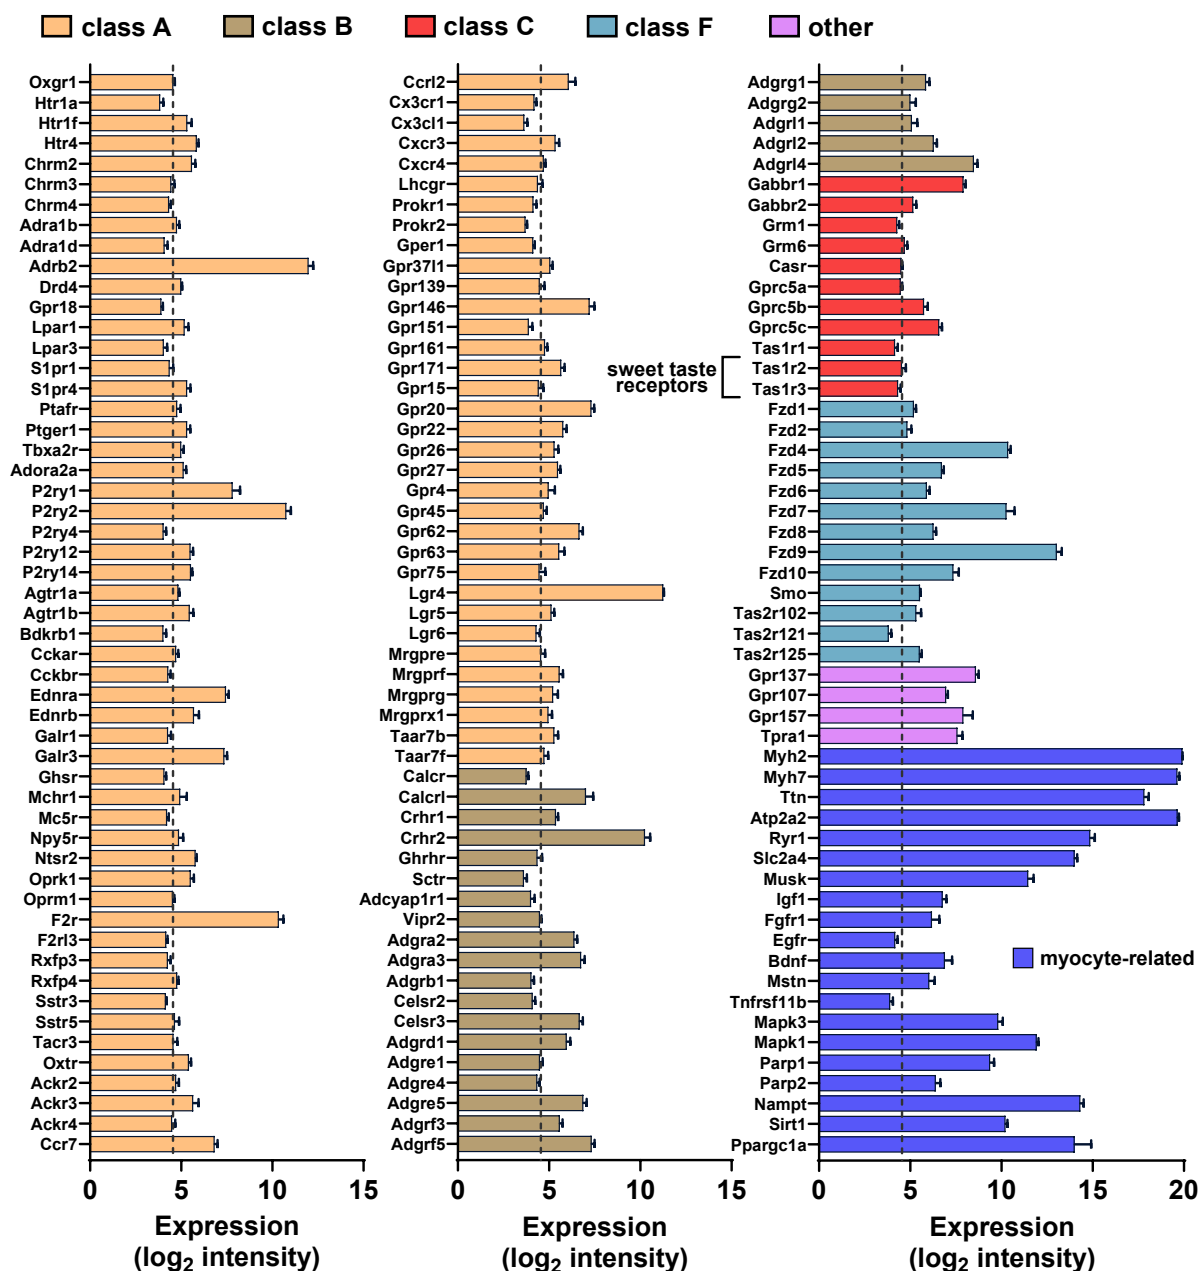

Supplementary Fig.2. GPCRs expression in skeletal myofibers (myocytes).

GPCR expression in skeletal myofibers from HA-RiboTagMyo mice (n=5) using transcriptomics analysis. 

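Genes above background were found in each class of GPCR. In class F, as listed here, 7 of 46 measured genes were called by limma. All 7 were among the 10 Frizzled receptors of Wnt signaling, with *Fzd4* at 10.38 ± 0.29 and *Fzd7* at 10.28 ± 0.98 (SD, n = 5 each). *Smo* lay above the cutoff in every mouse and was not called. Of the 35 bitter taste receptors that make up the rest of the class, 0 were called by limma, 0 at an unadjusted p under 0.05, and 0 lay above the cutoff in every mouse. In class B, with peptide hormone and adhesion receptors, 10 of 41 were called, among them the adhesion receptor genes *Adgrl4* at 8.50 ± 0.41 and *Adgrf5* at 7.34 ± 0.34 (SD, n = 5 each). In class A, the largest, 13 of 271 were called. Of 8 genes grouped as other, 6 were called, with *Gpr137* at 8.60 ± 0.33 and *Gpr157* at 7.92 ± 1.15 (SD, n = 5 each). Adjusted over the list alone, the counts were again 7, 10, 13 and 6. By Fisher's exact test (two-sided), the shares were larger than that of vomeronasal receptor genes, with p = 0.000159 for class F, p = 2.49e-07 for class B, p = 0.0295 for class A, p = 0.00709 for class C and p = 7.77e-09 for the genes grouped as other. By the same exact test against keratin-associated protein and beta-defensin genes, class B (p = 0.00807) and the genes grouped as other (p = 2.33e-05) had larger shares, while class F (p = 0.131), class C (p = 0.193) and class A (p = 0.584) did not pass the test. The shares of the classes were not tested against each other. Of the GPCRs of Fig. 1e, which were identified by the paper's own values, 78 were of class A, 22 of class B, 10 of class C, 13 of class F (9 Frizzled receptors, *Smo* and 3 bitter taste receptors) and 4 of the others, and the paper's own numbers are 87, 24, 11, 13 and 4.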

GPCRs were grouped according to their class (A, B, C, F, or other). Odorant receptors are not shown. Expression of select myocyte-related genes is included as reference. 

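Among genes shown as myocyte-related in Fig. S2, *Myh2*, a fast myosin heavy chain, had a signal of 19.93 ± 0.01, the calcium pump *Atp2a2* 19.66 ± 0.15, with its lowest mouse apart from the rest, and the slow myosin heavy chain *Myh7* 19.66 ± 0.22 (SD, n = 5 each). *Myh2* read at the highest value of the array in every mouse, 19.93 in 4 mice and 19.90 in mouse 16. *Ttn* had 17.84 ± 0.51, *Ryr1* 14.88 ± 0.54 and *Slc2a4*, the insulin-responsive glucose transporter, 14.01 ± 0.30 (SD, n = 5 each). *Nampt*, of NAD salvage, had 14.33 ± 0.40, the mitochondrial coactivator *Ppargc1a* 14.02 ± 2.01 and *Sirt1* 10.23 ± 0.23, with its lowest mouse apart (SD, n = 5 each). *Musk* had 11.47 ± 0.63, *Bdnf* 6.91 ± 0.87, *Igf1* 6.78 ± 0.46 and *Parp2* 6.40 ± 0.57 (SD, n = 5 each). *Fgfr1* had 6.20 ± 0.90 and *Mstn* 6.05 ± 0.65 (SD, n = 5 each). Each of these genes was called above background by limma. *Egfr* at 4.19 ± 0.26 and *Tnfrsf11b* at 3.90 ± 0.34 (SD, n = 5 each) lay below the cutoff in every mouse. These names were read by eye from Fig. S2, whose source values were not used here, so they were not tested as a list, and 17 of the 20 names read had a gene in the annotation used. Of marker lists written after Fig. S2, which plots some of their genes, had been seen, all 14 genes of fast fibers, all 14 of both fiber types and 13 of 14 of slow fibers were called, as were all 12 of the neuromuscular junction. Of markers of other cells, 8 of 12 of fibroblasts, 6 of 11 of smooth muscle, 5 of 17 of endothelium, 4 of 12 of satellite cells, 3 of 8 of Schwann cells, 2 of 7 of adipocytes, 1 of 17 of immune cells and 1 of 2 of erythroid cells were called, the same numbers as adjusted over the list alone. The number for endothelium was 2 at the 99th percentile, and that for immune cells 2 without replicate 16 and 2 over mice 3, 11 and 14, a choice made after seeing the data. The calls of *Fgfr1* and *Mstn* were lost at the 99th percentile (0.38, adjusted p = 0.186, and 0.24, adjusted p = 0.315 from limma) and against keratin-associated protein and beta-defensin genes (0.37, adjusted p = 0.212, and 0.22, adjusted p = 0.362 from limma).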

Dotted line shows average Tas1r2 expression level. Data is presented as mean $\pm$ SEM. Source data are provided as a Source Data file.

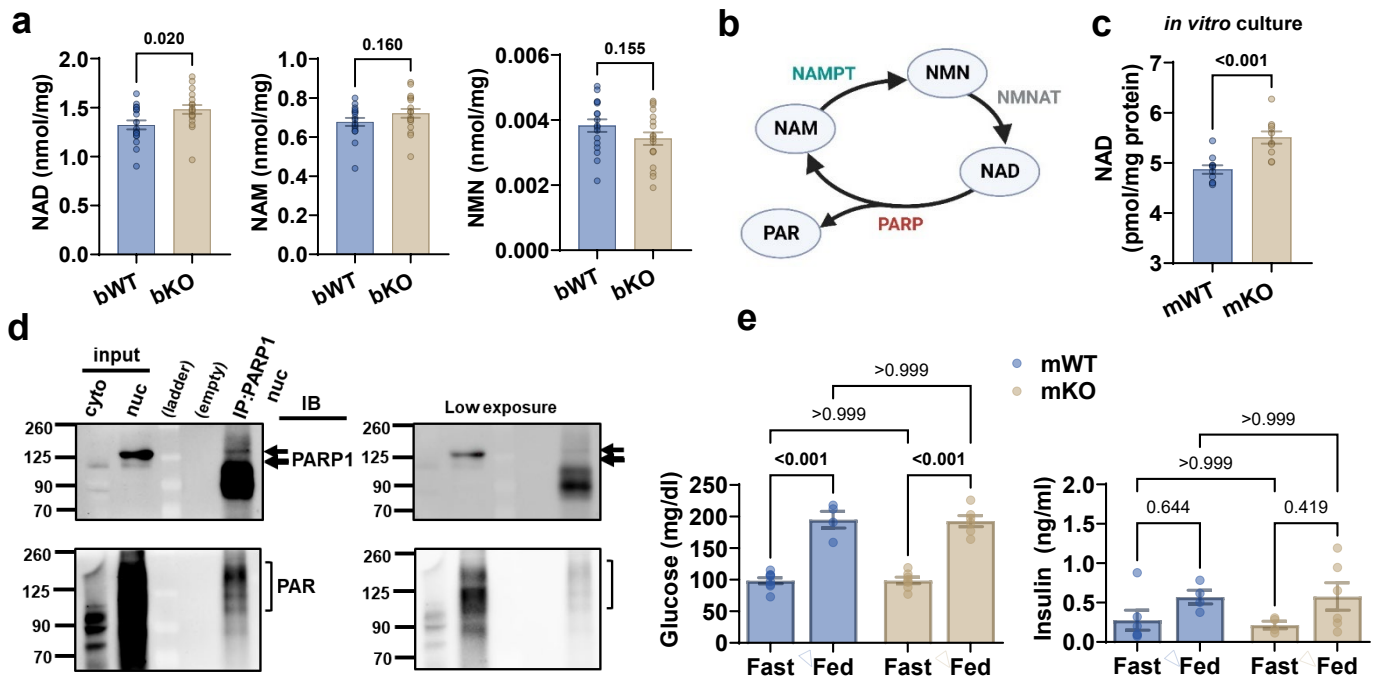

Supplementary Fig.3. *TAS1R2*-mediated glucose sensing regulates NAD levels coupled to PARP activity.

(a) Quantitative targeted nucleotide analysis (NAD, NAM, and NMN) in bWT and bKO muscles using LC/MS (bWT n=17; bKO n=18). Data is presented as mean $\pm$ SEM. Two-sided t-tests. **(b)** Diagram shows the salvage pathway of NAD biosynthesis. **(c)** NAD concentration in acidic extracts of differentiated primary myocyte cultures from mWT and mKO muscles (n=10 for each group). Data is presented as mean $\pm$ SEM. Two-sided t-test. **(d)** Immunoblotting (IB) of PARP1 and PAR in mWT nuclear muscle lysates immunoprecipitated (IP) with PARP1 antibody. PAR between 115-180KDa is specific to PARP1 activity. Two exposure times are shown for clarity. **(e)** Plasma glucose and insulin concentrations of mWT and mKO mice subjected to 24h fast (Fast) followed by 2h feeding (Fed) (glucose: fasted mWT, n=8; fasted mKO, n=7; fed mWT, n=4; fed mKO, n=6; insulin: fasted mWT, n=6, fasted mKO, n=4; fed mWT, n=4; fed mKO, n=6). Two-way ANOVA, Sidak post-hoc effect. Panel (b) was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. Source data are provided as a Source Data file. Blots were repeated twice with similar results.

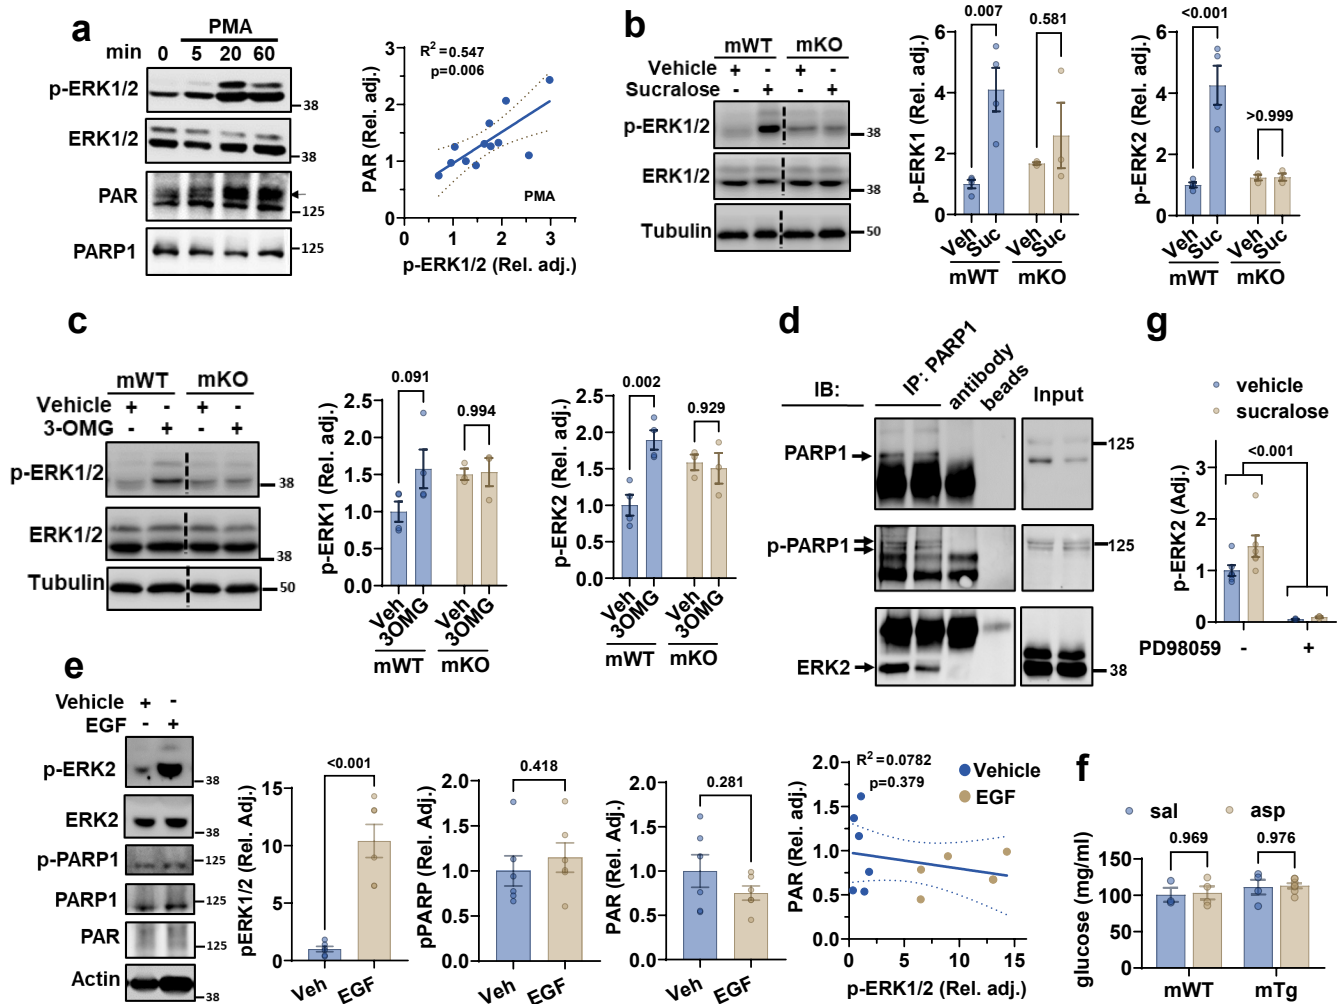

Supplementary Fig.4. TAS1R2 activates the ERK2-PARP1 axis in skeletal muscle.

(a) Immunoblotting of p-ERK1/2, PAR, and PARP1 in C2C12 cells following treatment with the ERK1/2 activator, PMA (left). Simple linear regression of p-ERK1/2 with PAR in PMA-treated C2C12 cells (right) ($n=12$). F-test, slope p-value. (b) Immunoblotting and quantitation of p-ERK1/2 in response to intramuscular injection of sucralose or vehicle in mWT and mKO muscles (mWT vehicle $n=4$; mWT sucralose, $n=4$; mKO vehicle, $n=3$; mKO sucralose, $n=3$). Data is presented as mean $\pm$ SEM. Two-way ANOVA, Sidak post-hoc effect. (c) Immunoblotting and quantitation of p-ERK1/2 in response to intramuscular injection of 3-OMG or vehicle in mWT and mKO muscles. (mWT vehicle $n=4$; mWT 3-OMG, $n=4$; mKO vehicle, $n=3$; mKO 3-OMG, $n=3$). Data is presented as mean $\pm$ SEM. Two-way ANOVA, Sidak post-hoc effect. (d) Immunoblotting (IB) of p-PARP and ERK2 in mWT nuclear muscle lysates immunoprecipitated (IP) with PARP1. (e) Immunoblotting and quantitation of p-ERK, p-PARP1, and PAR in response to intramuscular injection of EGF or vehicle in WT muscles ($n=6$ for all groups). Data is presented as mean $\pm$ SEM. Two-sided t-tests. Simple linear regression of p-ERK1/2 with PAR in Vehicle- or EGF-treated muscles ($n=12$). F-test, slope p-value. (f) Average (3h) plasma glucose of 24h fasted mWT and mKO mice treated with i.p. saline (sal) or aspartame (asp) (mWT saline, $n=3$; mWT aspartame, $n=4$; mTg saline, $n=4$; mTg aspartame, $n=7$). Data is presented as mean $\pm$ SEM. Two-way ANOVA, Sidak post-hoc effect. (g) Quantitation of p-ERK2 in C2C12 cells following treatment with sucralose with or without PD98059 (vehicle control, $n=6$; vehicle sucralose, $n=6$; PD98059 control, $n=3$; PD98059 sucralose, $n=3$). Data is presented as mean $\pm$ SEM. Two-way ANOVA, inhibitor treatment effect (brackets) $p<0.001$. Source data are provided as a Source Data file. Blots were repeated twice with similar results.

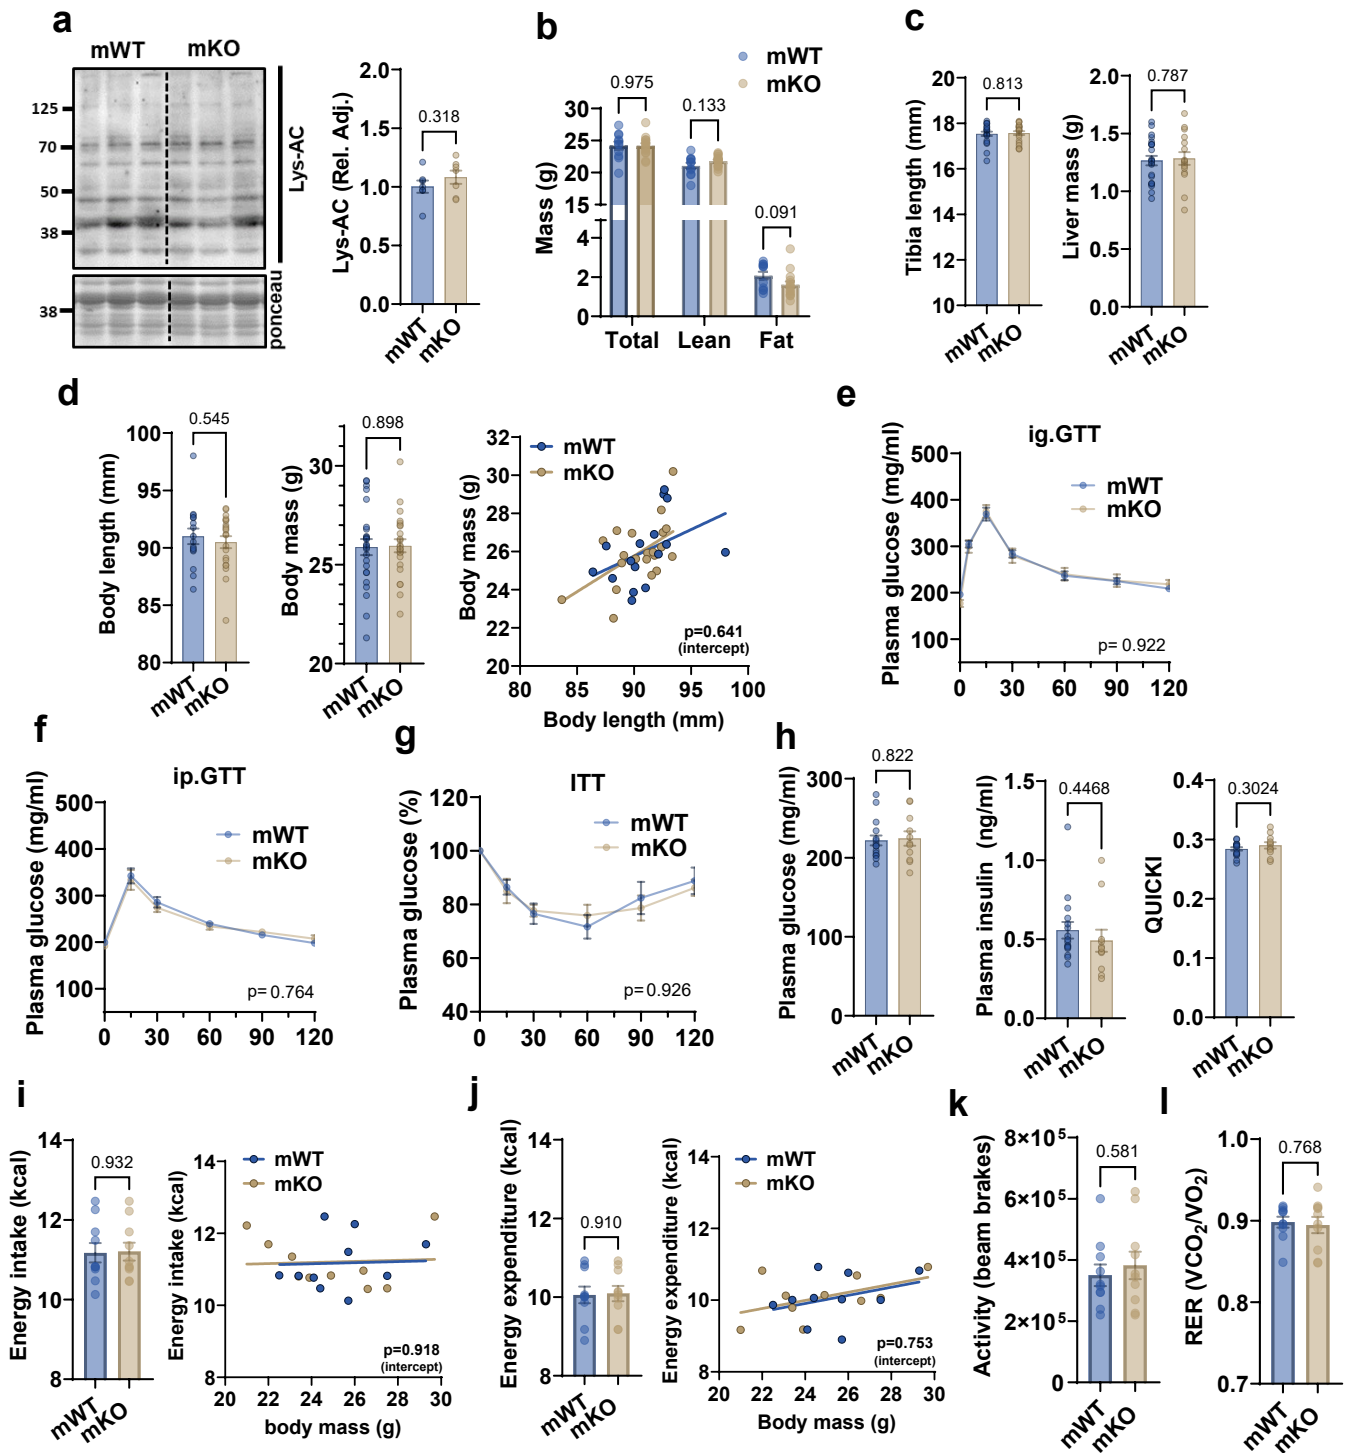

Supplementary Fig. 5. TAS1R2 deficiency in skeletal muscle does not affect growth and glucose homeostasis.

(a) Quantitation and immunoblotting of total cell acetylation (Lys-Ac) in mWT and mKO muscles ($n=7$ for each group). Ponceau is loading control. Data is presented as mean $\pm$ SEM. Two-sided t-test. **(b)** Total body, lean and fat mass in mWT and mKO mice (mWT, $n=11$; mKO, $n=15$). Data is presented as mean $\pm$ SEM. Two-sided t-tests. **(c)** Tibia length and liver mass of mWT and mKO mice (tibia mWT, $n=21$; tibia mKO, $n=24$; liver mWT, $n=22$; liver mKO, $n=16$). Data is presented as mean $\pm$ SEM. Two-sided t-tests. **(d)** Absolute values and simple linear regression of body length and body mass in mWT and mKO mice (length mWT $n=16$, length mKO, $n=21$; mass mWT $n=25$, mass mKO, $n=24$; regression $n=37$). Data is presented as mean $\pm$ SEM. Two-sided t-tests. Regression F-test, intercept p-value. **(e)** Intragastric (i.g.) glucose tolerance test (GTT), **(f)** intraperitoneal (i.p.GTT), and **(g)** insulin tolerance test (ITT) in mWT and mKO mice (i.g.GTT $n=9$ for each group; i.p.GTT mWT, $n=10$; i.p.GTT mKO, $n=11$; ITT, $n=10$ for each group). Data is presented as mean $\pm$ SEM. Two-way ANOVA, p-value main genotype effect. **(h)** Plasma glucose, insulin and quantitative insulin-sensitivity check index (QUICKI) in ad lib fed mWT and mKO mice (mWT, $n=16$; mKO, $n=11$). Data is presented as mean $\pm$ SEM. Two-sided t-tests. Daily average **(i)** energy intake, **(j)** energy expenditure, **(k)** activity, and **(l)** respiratory exchange ratio (RER) in free-living mWT and mKO mice ($n=10$ for each group, regressions $n=20$). Data is presented as mean $\pm$ SEM. Two-sided t-tests. Regression F-tests, intercept p-value. Source data are provided as a Source Data file. Blots were repeated twice with similar results.

Blot scans

2b

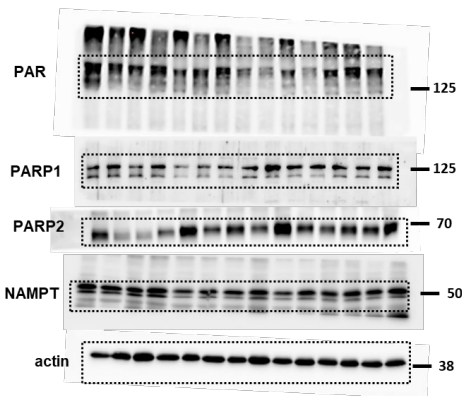

2c

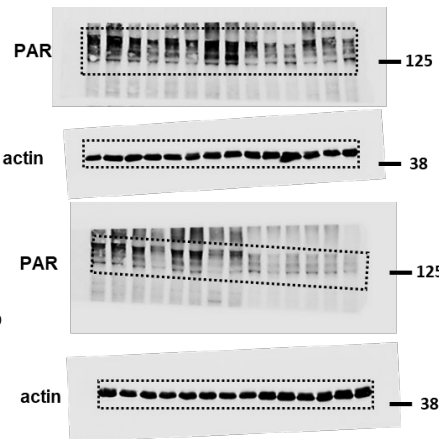

2f

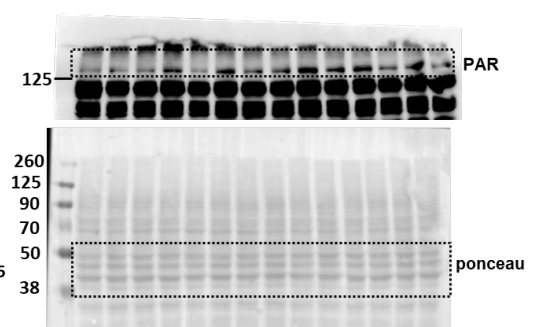

2i

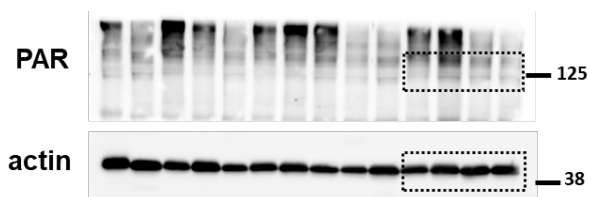

3a

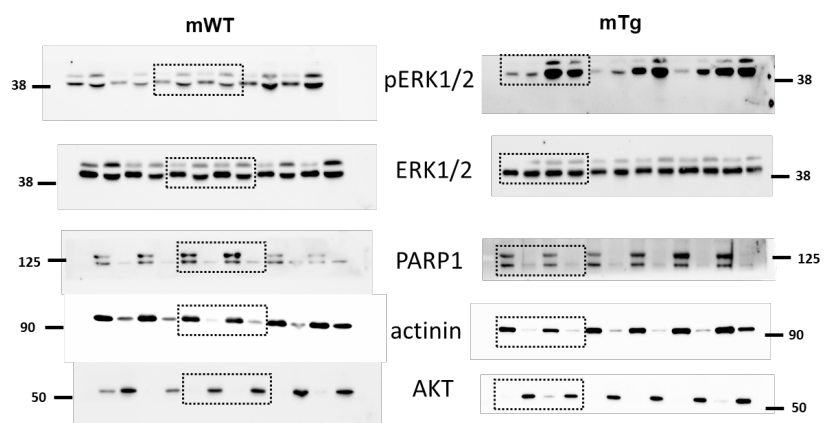

3b

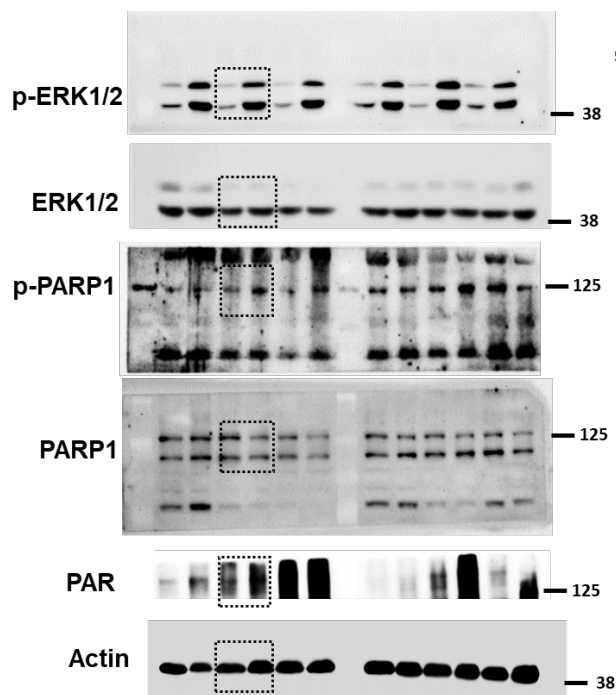

3d

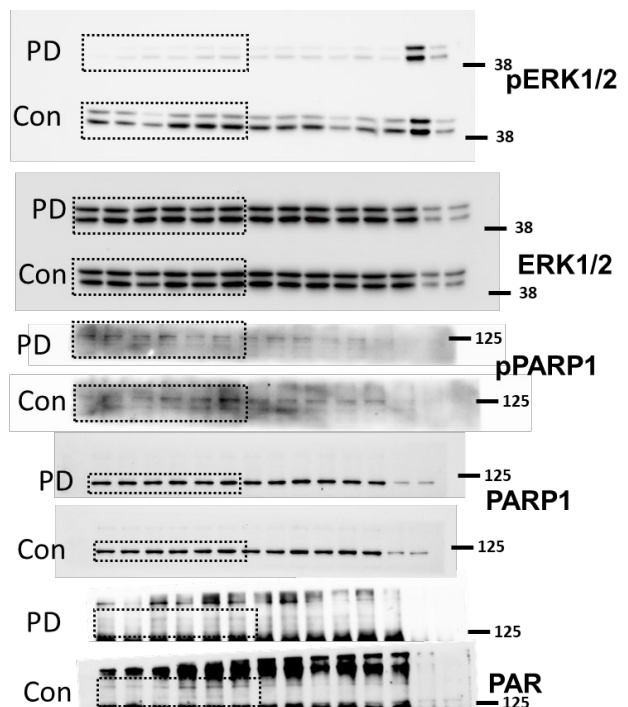

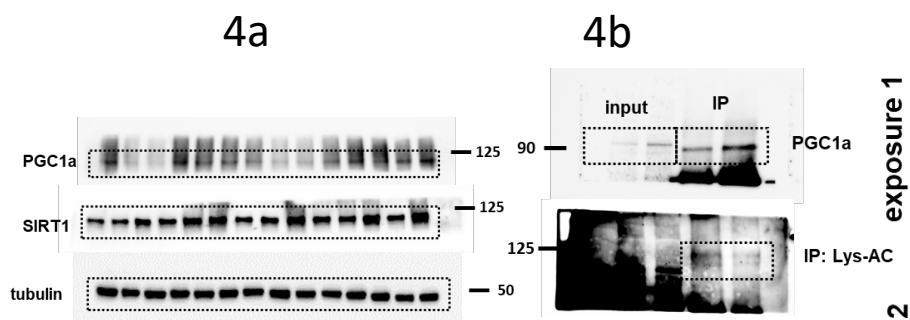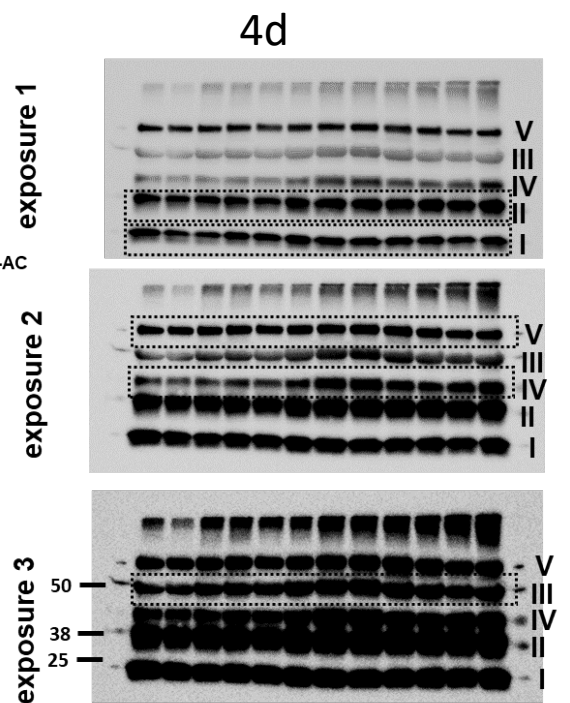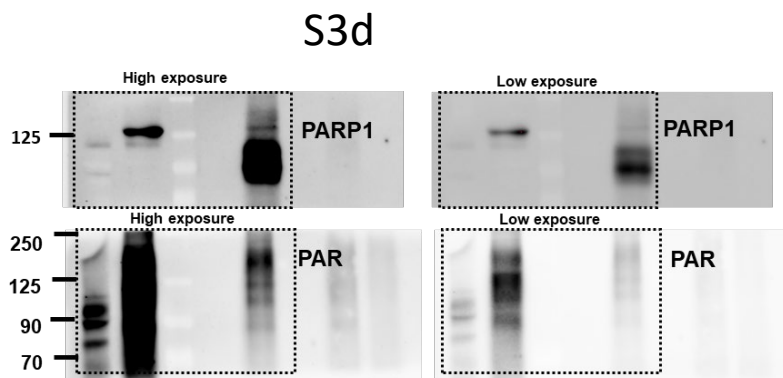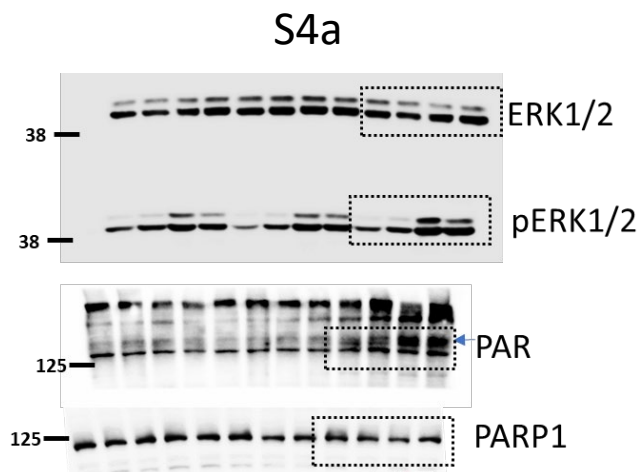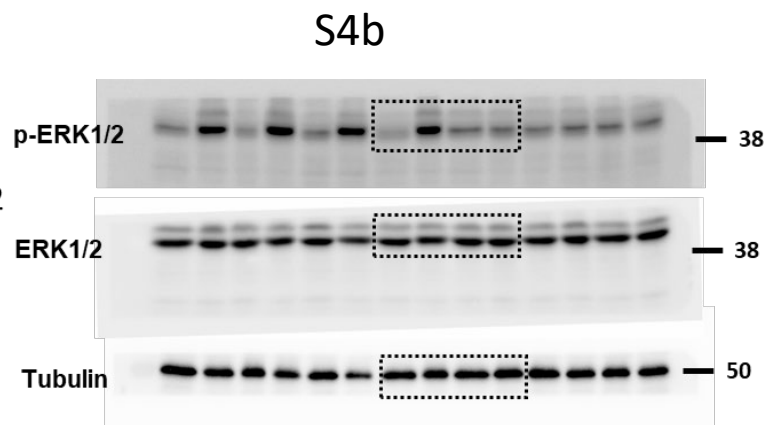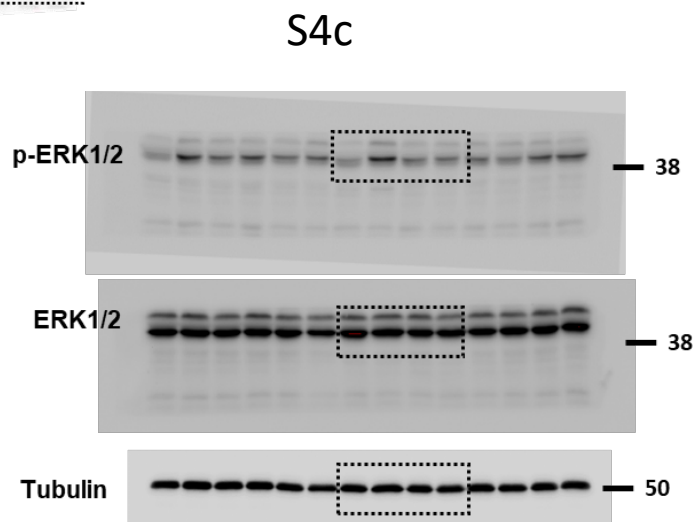

S4d

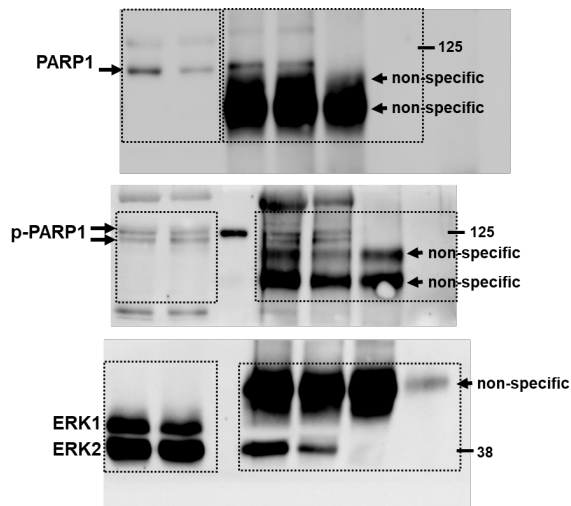

S4e

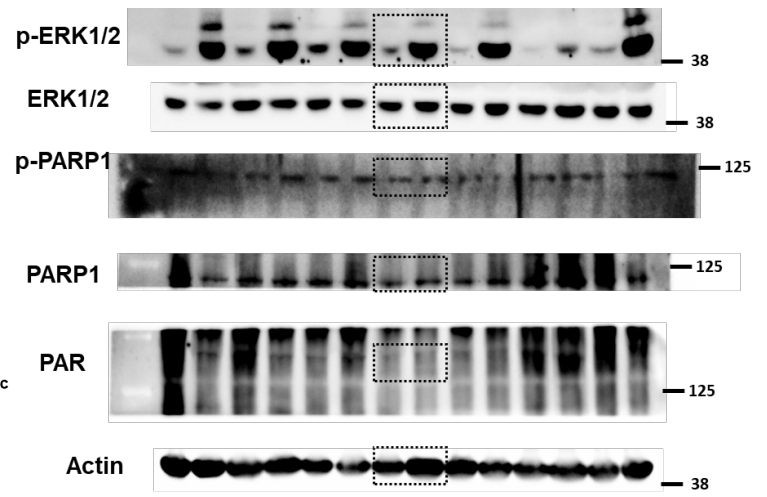

S5a

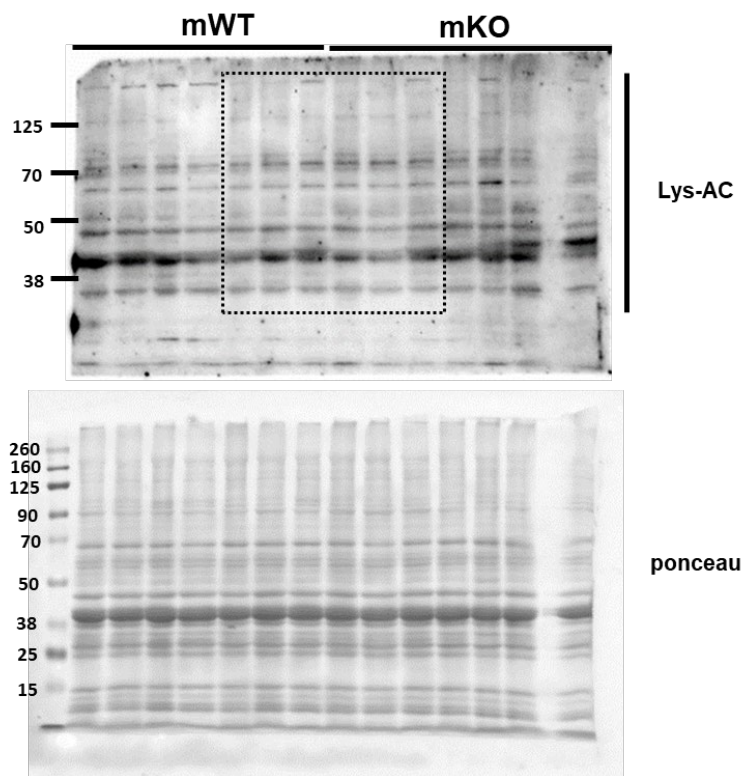

Supplementary tables

Supplementarytable 1. Key reagents			
Technique	Reagent	Vendor	Catalog
Mouse Genotyping	NaOH	Sigma-Aldrich	221465-2.5KG
	Tris base	ThermoFisher	BP152-5
	ChoiceTaq	Thomas Scientific	C775Y45
	TaqReadyMix	Sigma-Aldrich	P4600-100RXN
	PlatinumTaq	ThermoFisher	10966034
Mouse treatments	PJ-34	Cayman Chemicals	14440
	Pentobarbital	Sagent	676-20
	Sucralose	Sigma-Aldrich	69293-100G
	3OMG	Sigma-Aldrich	M4879-25G
	Aspartame	Cayman Chemicals	26089
Harvest and tissue processing	Pentobarbital	Sagent	676-20
	RNase-free plastic beads	Next Advance	GB05-RNA
	Sarstedt tubes	Sarstedt	72.694.406
Primary myocyte isolation and culture	PBS	Gibco	70011-044
	HBSS	Gibco	14175103
	Collagenase	Gibco	17101015
	Dispase II	Roche	4942078001
	DMEM	Sigma-Aldrich	D6429-500ml
	Fetal bovine serum	Gibco	16140-071
	Glutamax	Gibco	35050061
	Penicillin-streptomycin	Gibco	15140148
	Ham's F-10 nutrient mix	Gibco	11550043
	Basic fibroblast growth factor	Sigma-Aldrich	F0291-25UG
	Epithelial growth factor	Sigma-Aldrich	E9644
	Insulin	Sigma-Aldrich	I9278-5ML
	Dexamethasone	Sigma-Aldrich	D-4902
	Collagen	Gibco	A1048301
	Trypsin	Gibco	25200072
	Horse serum	Gibco	26050088
C2C12 culture and studies	Fetal bovine serum	Gibco	16140-071
	Pen/Strep	Gibco	15140148
	DMEM	Sigma-Aldrich	D6429-500ml
	DMEM, low glucose	Sigma-Aldrich	D6046-500ml
	Horse serum	Gibco	26050088
	Glucose	Gibco	A2494001
	3-OMG	Sigma-Aldrich	M4879-25G
	PJ-34	Cayman Chemicals	14440
	Gurmarin	MyBiosource	MBS407314
	Earle's Balanced Salt Solution	Sigma-Aldrich	E3024-6X500ML
	PD98059	Cayman Chemicals	10006726
	Epithelial growth factor	Sigma-Aldrich	E9644
	Sucralose	Sigma-Aldrich	69293-100G
	Phorbol 12-myristate 13-acetate (PMA)	Cayman Chemicals	10008014
Plasma glucose, insulin, and tolerance tests	Glucose	Sigma-Aldrich	G8270-5KG
	Insulin	Lily	HI-210
	Insulin ultrasensitive ELISA	ChrystalChem	90080
RNA isolation, gene expression, and analysis	TRIzol	ThermoFisher	15596018
	2.8-mm beads	Omni International	19-646-3
	0.05-mm glass beads	Next Advance	GB05-RNA
	Chloroform	Sigma-Aldrich	C2432-500ML
	1.5-mL tubes	Axygen	MCT-150-C-S
	Ethanol	Fisher	BP2818
	Direct-zol RNA Microprep kit	Zymo Research	R2062
	High-Capacity cDNA Reverse Transcription kit	ThermoFisher	4368814

Supplementary table 1 (continued). Key reagents			
Ribotag RNA isolation	PBS	Gibco	70011-044
	Cycloheximide	Sigma-Aldrich	239764-100MG
	Tris pH 7.4	Invitrogen	15568-025
	MgCl	Invitrogen	AM9530G
	KCl	Invitrogen	AM9640G
	DTT	Sigma-Aldrich	D9779-25G
	Triton X-100	Sigma-Aldrich	93443-100ML
	Cycloheximide	Sigma-Aldrich	239764-100MG
	Dounce Homogenizer	Wilmad Labglass	LG10645090
	AG Magnetic Beads	ThermoFisher	88803
	TRIzol	ThermoFisher	15596018
	Direct-zol RNA Microprep kit	Zymo Research	R2062
Histochemistry	Optimal cutting temperature (OCT) compound	Fisher	23-730-571
	PBS	Gibco	70011-044
	Sucrose	VWR	97061-432
	Prolong Gold Antifade Mountant	ThermoFisher	P36930
Electron microscopy	Glutaraldehyde	Sigma-Aldrich	G6257-10X10ML
	Potassium phosphate dibasic	JT Baker	3250-01
	Potassium phosphate monobasic	Sigma-Aldrich	P9791-500G
	Ethanol	Fisher	BP2818
	Eponate 12 epoxy resin	Ted Pella, Inc.	18012
NAD cycling assay	Perchloric acid	Sigma-Aldrich	311421-50ML
	PBS	Gibco	70011-044
	BSA	Pierce	23209
	Nicotinamide	Sigma-Aldrich	72345-50G
	Ethanol	ThermoFisher	BP2818500
	FMN	Sigma-Aldrich	F6750-5G
	Resazurin	Cayman Chemicals	14322
	ADH	Sigma-Aldrich	A3263-30KU
	Diaphorase	Sigma-Aldrich	D5540-100UN
	NaOH	Sigma-Aldrich	221465-2.5KG
	BCA kit	ThermoFisher	PI23225
Protein extraction	PVDF membrane	Immobilon	IPFL00010
	Nitrocellulose membrane	ThermoFisher	10600004
	RIPA buffer	ThermoFisher	89900
	cOmplete Mini Protease Inhibitor Cocktail	Roche	04693124001
	PhosStop Phosphatase Inhibitor Cocktail Tablets	Roche	04906837001
	SDS 6X Reducing buffer	ThermoFisher	AAJ61337AD
Immunoblotting	Acrylamide	Bio-Rad	1610158
	PVDF membrane	Immobilon	IPFL00010
	Nitrocellulose membrane	ThermoFisher	10600004
	Ponceau	Sigma-Aldrich	P7170-1L
	Dehydrated milk	Bio-Rad	1706404
	SuperSignal reagent	ThermoFisher	37074
Nuclear isolation	PBS	Gibco	70011-044
	SIGMAFAST Protease Inhibitor Cocktail Tablets, EDTA-Free	Sigma	S8830-20TAB
	PhosStop Phosphatase Inhibitor Cocktail Tablets	Roche	04 906 837 001
	Dounce homogenizer	Wilmad Labglass	LG10645090
	NE-PER Nuc Cyt Kit	ThermoFisher	78833
	CER I	ThermoFisher	78833
	CER II	ThermoFisher	78833
	NER	ThermoFisher	78833
Immuno-precipitation	RIPA buffer	ThermoFisher	89900
	SIGMAFAST Protease Inhibitor Cocktail Tablets, EDTA-Free	Sigma	S8830-20TAB
	PhosStop Phosphatase Inhibitor Cocktail Tablets	Roche	04 906 837 001
	Protein A/G-conjugated beads	ThermoFisher	88803
	SDS 6X reducing buffer	ThermoFisher	AAJ61337AD

Supplementarytable 2. qPCR primers		
Target (geneID)	Fw	Rv
18s	GTAACCCGTTGAACCCCATT	CCA TCC AAT CGG TAG TAG CG
tas1r2	GAAGTCCCCACCAACTACAA	CCA TCG TGG ACA GAC ATG AA
tas1r3	CCAGTGAGTCTTGGCTGACA	TTC AGT GAG GCA CAG AAT GC
Cre (Myogenin-cre)	CCGGTGAACGTGCAAAACAGGCTCTA	CTTCCAGGGCGCGAGTTGATAGC
icre (Tas1r2-Cre)	AGATGCCAGGACATCAGGAACCTG	ATC AGC CAC ACC AGA CAC AGA GAT C

Supplementarytable 3. Genotyping primers and protocols				
Allele	Primer	Sequence	Amplicon size	Polymerase
Cre (Myo-Cre)	CRE Fw	CCGGTGAACGTGCAAAACAGGCTCTA	Cre Mutant: 400 bp	ChoiceTaq
	CRE Rv	CTTCCAGGGCGCGAGTTGATAGC	-	
	Genome Fw	CTAGGCCACAGAATTGAAAGATCT	Genome: 324 bp	
	Genome Rv	GTAGGTGGAAATTCTAGCATCATCC	-	
RiboTag	Ribo Fw	GGGAGGCTTGCTGGATATG	WT: 243bp	ChoiceTaq
	Ribo Rv	TTTCCAGACACAGGCTAAGTACAC	Ribo/Ribo: 290bp	
Flox	T1R2 Flox Fw	TGATAGGGAAGAGGGAGAAGGAGGG	fl/fl: 712 bp	Platinum Taq
	T1R2 Flox Rv	TCACTAATACCATCACAGCACCC	WT: 542 bp	
hT1R2	hT1R2 Mut Fw	AGGTGAAC TTCAAGATCCGCC ACA	Mutant: 909 bp	ChoiceTaq
	hT1R2 Com Rv	TGCTTACATAGTCTAACTCGCGAC	WT: 580 bp	
	hT1R2 WT Fw	AGCACTTGCTCTCCCAAAGTC	-	
T1R2-iCRE	iCre Fw	AGATGCCAGGACATCAGGAACCTG	Mutant: 236 bp	ChoiceTaq
	iCre Rv	ATCAGCCACACCAGACACAGAGATC	-	
Tomato	Tomato WT Fw	AAGGGAGCTGCAGTGGAGTA	WT: 297 bp	Choice Taq
	Tomato WT Rv	CCGAAAATCTGTGGGAAGTC	-	
	Tomato Mut Fw	CTGTTCTGTACGGCATGG	Mutant: 200 bp	
	Tomato Mut Rv	GGCATTAAAGCAGCGTATCC	-	

Supplementary table 4. Antibody information

Application	Target protein	Target epitope	Vendor	Clonality	Source	Catalog number	Dilution
Western blot	Actin	C-terminus	Sigma-Aldrich	Monoclonal AC-40	Mouse	A3853	1:1000
Western blot	Actinin	Total	Cell Signaling Technology	Monoclonal D6F6	Rabbit	6487S	1:1000
Western blot	Tubulin	Total	Sigma-Aldrich	Monoclonal DM1A	Mouse	T6199	1:1000
Western blot	GAPDH	Total	Cell Signaling Technology	Monoclonal 14C10	Rabbit	2118	1:1000
Western blot	Mitochondrial complexes	C1-C5 cocktail	Abcam	Polyclonal	Mouse	ab110413	1:1000
Western blot	akt	Total	Cell Signaling Technology	Monoclonal C67E7	Rabbit	4691	1:1000
Western blot	PAR	poly(ADP-ribose) chains	Enzo	Monoclonal 10H	Mouse	ALX-804-220-R100	1:500
Western blot	PARP1	Full-length (116kDa), large fragment (89 kDa)	Cell Signaling Technology	Polyclonal	Rabbit	9542L	1:1000
Western blot	NAMPT	Residue 400-450	Fortis Life Sciences	Polyclonal	Rabbit	A300-372A	1:1000
Western blot	PGC1a	Total (113 kDa and 38 kDa)	MilliporeSigma	Monoclonal 4C1.3	Mouse	ST1202	1:1000
Western blot	SIRT1	Residue 1-131	MilliporeSigma	Polyclonal	Rabbit	07-131	1:1000
Western blot	pAMPK	P-Thr172	Cell Signaling Technology	Monoclonal 40H9	Rabbit	2535	1:1000
Western blot	AMPK	Total	Cell Signaling Technology	Monoclonal D63G4	Rabbit	5832	1:1000
Western blot	LysAC	Acetylated lysine	Cell Signaling Technology	Polyclonal	Rabbit	9441	1:1000
Western blot	P-ERK 1/2	ERK1 P-Thr202, ERK1 P-Thr202/P-Tyr204 , ERK2 P-Thr185/Tyr187	Cell Signaling Technology	Monoclonal D13.14.4E	Rabbit	4370	1:1000
Western blot	ERK 1/2	Total	Cell Signaling Technology	Monoclonal 137F5	Rabbit	4695	1:1000
Western blot	pPARP	P-S372	NSJ Bioreagents	Polyclonal	Rabbit	F48728	1:1000
Western blot	WB ms secondary IgG	Total mouse IgG	Cell Signaling Technology	Polyclonal	Horse	7076	1:3000
Western blot	WB rb secondary IgG	Total rabbit IgG	Cell Signaling Technology	Polyclonal	Goat	7074	1:3000
Immunoprecipitation	antiHA	HA tag	Abcam	Polyclonal	Rabbit	ab9110	1:200
Immunoprecipitation	PARP1	Full-length (116kDa), large fragment (89 kDa)	Cell Signaling Technology	Polyclonal	Rabbit	9542L	1:125

# Supplementary material for: The TAS1R2 G-protein-coupled receptor is an ambient glucose sensor in skeletal muscle that regulates NAD homeostasis and mitochondrial capacity
**Source:** Nat Commun. 2024 Jun 8;15:4915. doi: 10.1038/s41467-024-49100-8
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

TSE Phenomaster V 7.6.2.10970 (TSE Systems) for food and water intake mouse
EcoMRI (EchoMRI LLC) for body composition mouse
Oxygraph 2K with Datlab 5 software (Oroboros Instruments, Innsbruck, Austria) for ex vivo muscle respiration
Zeiss LSM 900 confocal (Zeiss) for imaging
Exer 6 treadmill (Columbus Instruments) for running mouse
FEI Technai G2 Spirit transmission electron microscope (Thermo Fisher Scientific) for imaging

Data analysis

The jamovi project (2021). jamovi. (Version 2.2.2.5.0) for statistics
GraphPad Prism 9.5.0.730 for statistics
Microsoft® Excel® for Microsoft 365 MSO (Version 2210 Build 16.0.15726.20188) 64-bit for statistics
Biorender (Science Suite, Inc.)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data generated and analyzed for the current study are available from the corresponding author (GAK). The source data generated in this study are provided in the Source Data file.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	n/a
Population characteristics	n/a
Recruitment	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Male mice from each genotype (n=5-22) depending on the measured outcome.
Data exclusions	n/a
Replication	In vivo experiments were performed in at least 2 independent cohorts. Ex vivo and in vitro experiments were performed at least 3 times independently.
Randomization	Mice from each genotype were randomly assigned to perspective cohorts
Blinding	Data collection was performed using mouse or samples IDs.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Western blot Actin C-terminus Sigma-Aldrich Monoclonal AC-40 Mouse A3853 Mouse, human 1:1000 Milk
 Western blot Actinin Total Cell Signaling Technology Monoclonal D6F6 Rabbit 6487S Human, mouse, rabbit, monkey 1:1000 Milk
 Western blot Tubulin Total Sigma-Aldrich Monoclonal DM1A Mouse T6199 Yeast, mouse, amphibian, human, rat, chicken, fungi, bovine 1:1000 Milk
 Western blot GAPDH Total Cell Signaling Technology Monoclonal 14C10 Rabbit 2118 Human, mouse, rabbit, monkey, bovine, pig 1:1000 Milk
 Western blot Mitochondrial complexes C1-C5 cocktail Abcam Polyclonal Mouse ab110413 Mouse, rat, cow, human, cynomolgus monkey 1:1000 Milk
 Western blot akt Total Cell Signaling Technology Monoclonal C67E7 Rabbit 4691 Human, Mouse, Rat, Monkey, Drosophila 1:1000 Milk
 Western blot PAR poly(ADP-ribose) chains Enzo Monoclonal 10H Mouse ALX-804-220-R100 Human, mouse, rat, Drosophila 1:500 Milk
 Western blot PARP1 Full-length (116kDa), large fragment (89 kDa) Cell Signaling Technology Polyclonal Rabbit 9542L Human, mouse, rat, monkey 1:1000 Milk
 Western blot NAMPT Residue 400-450 Fortis Life Sciences Polyclonal Rabbit A300-372A Human, mouse 1:1000 Milk
 Western blot PGC1a Total (113 kDa and 38 kDa) MilliporeSigma Monoclonal 4C1.3 Mouse ST1202 Mouse, human, rat 1:1000 Milk
 Western blot SIRT1 Residue 1-131 MilliporeSigma Polyclonal Rabbit 07-131 Human, mouse 1:1000 Milk
 Western blot LysAC Acetylated lysine Cell Signaling Technology Polyclonal Rabbit 9441 All 1:1000 Milk
 Western blot P-ERK ERK1 P-Thr202, ERK1 P-Thr202/P-Tyr204 , ERK2 P-Thr185/Tyr187 Cell Signaling Technology Monoclonal D13.14.4E Rabbit 4370 Human, mouse, rat, hamster, monkey, mink, Drosophila, zebrafish, bovine, dog, pig, S. cerevisiae 1:1000 Milk
 Western blot ERK Total Cell Signaling Technology Monoclonal 137F5 Rabbit 4695 Human, mouse, rabbit, hamster, monkey, mink, Drosophila, zebrafish, bovine, dog, pig, C. elegans 1:1000 Milk
 Western blot pPARP P-S372 NSJ Bioreagents Polyclonal Rabbit F48728 Human 1:1000 Milk
 Western blot WB ms secondary IgG Total mouse IgG Cell Signaling Polyclonal Horse 7076 Mouse 1:3000 Milk
 Western blot WB rb secondary IgG Total rabbit IgG Cell Signaling Polyclonal Goat 7074 Rabbit 1:3000 Milk
 Immunoprecipitation antiHA HA tag Abcam Polyclonal Rabbit ab9110 Species-independent 1:200 Polysome Buffer
 Immunoprecipitation PARP1 Full-length (116kDa), large fragment (89 kDa) Cell Signaling Technology Polyclonal Rabbit 9542L Human, mouse, rat, monkey 1:125 RIPA

Validation

Anti-mitochondrial has been validated by Abcam (<https://www.abcam.com/total-oxphos-rodent-wb-antibody-cocktail-ab110413.html>)
 Anti-AKT has been validated by Cell Signaling Technology (<https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>).
 Anti-PAR has been validated in several previous works (<https://www.enzolifesciences.com/ALX-804-220/poly-adp-ribose-monoclonal-antibody-10h/>).
 Anti-PARP1 has been validated by Cell Signaling Technology and in several previous works (<https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>).
 Anti-NAMPT has been validated by Fortis Life Sciences and in several previous works (<https://www.fortislifesciences.com/products/primary-antibodies/rabbit-anti-pbef-antibody/BETHYL-A300-372>).
 Anti-PGC1a has been validated by MilliporeSigma and in several previous works (<https://www.sigmaaldrich.com/US/en/product/mm/st1202>).
 Anti-SIRT1 has been validated by MilliporeSigma and in several previous works (<https://www.sigmaaldrich.com/US/en/product/mm/07131>).
 Anti-LysAC has been validated by Cell Signaling Technology and in several previous works (<https://www.cellsignal.com/products/primary-antibodies/acetylated-lysine-antibody/9441>).
 Anti-P-ERK has been validated by Cell Signaling Technology and in several previous works (<https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370>).
 Anti-ERK has been validated by Cell Signaling Technology and in several previous works (<https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-137f5-rabbit-mab/4695>).
 Anti-mouse IgG has been validated in several previous works (<https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>)
 Anti-rabbit IgG has been validated in several previous works (<https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>)
 Anti-HA has been validated by Abcam and in several previous works (<https://www.abcam.com/ha-tag-antibody-chip-grade->

ab9110.html).

Anti-PARP1 has been validated by Cell Signaling Technology and in several previous works (<https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>).

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	C2C12 (ATCC CRL-1772) murine myocytes was a gift by Dr. Baskin. Primary murine myocytes were isolated as described in the methods.
Authentication	We differentiated the C2C12 cell line and primary myocytes and confirmed formation of contractile myotubes and the production of muscle proteins.
Mycoplasma contamination	All cell lines tested negative for mycoplasma.
Commonly misidentified lines (See ICLAC register)	N/A

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	All animal procedures were performed under the approval of The Ohio State University institutional animal care and use committee (IACUC). Mice were housed on a 12 h light/dark cycle with free access to water and standard diet. Male mice were used for experimental purposes only after reaching sexual maturity at 12-16 weeks of age unless otherwise stated. Tas1r2 floxed mice (Tas1r2fl/fl) were generated from the KOMP Repository (#CSD25803). Tas1r2 iCre knock in mice (Tas1r2iCre) were previously generated as described¹. Human TAS1R2 transgenic mice (hTAS1R2fl-stop) were created by Ingenious targeting lab (NY) by placing a cDNA cassette containing a synthetic CAG promoter, a floxed NEO stop cassette, the consensus human TAS1R2 cDNA, an IRES-EGFP and a BGH polyA on the mouse ROSA26 locus. Whole body Tas1r2 knockout mice (bKO) were a gift from Dr. Zuker². Myogenin-Cre mice (MyoCre) were a gift by Dr. Olson³. The above mouse lines (hTAS1R2fl-stop, Tas1r2fl/fl, Tas1r2iCre, and MyoCre) were backcrossed and then maintained to pure C57BL6/6J strain (using Jax# 000664). RiboTag-Rpl22fl/fl-HA (RiboTagfl/fl) (Jax# 029977), tdTomato mice (Tdfl/fl) (Jax#007914) were obtained from the Jackson Lab. Tdfl/fl mice were crossed with Tas1r2iCre mice to generate mice (TdTas1r2) that express Tdtomato in Tas1r2 positive cells¹. RiboTagfl/fl mice were crossed with MyoCre mice to generate mice (HA-RiboTagMyo) that express Rpl22-HA in myogenin positive cells (myocytes). Tas1r2fl/fl mice were crossed with MyoCre mice to generate mice (mKO) with muscle-specific deletion of Tas1r2. mKO mice were crossed with hTAS1R2fl-stop mice to generate mice (mTg) with muscle-specific transgenic overexpression of human TAS1R2 without endogenous Tas1r2. We used a specific breeding scheme to obtain wild type control (mWT), mKO, and mTg congenic littermates: Congenic male mice carrying one MyoCre allele, one hTAS1R2fl-stop allele and two Tas1r2fl/fl alleles were crossed with congenic female mice carrying two Tas1r2fl/fl alleles. Male offspring carrying two Tas1r2fl/fl alleles were used as wild-type controls (mWT). Male offspring carrying one MyoCre allele and two (floxed out) Tas1r2fl/fl alleles were used for muscle-specific genetic deletion of Tas1r2 gene (mKO). Male offspring carrying one MyoCre allele, two (floxed out) Tas1r2fl/fl alleles, and one (floxed STOP) hTAS1R2fl-stop allele were used as muscle-specific transgenic expression of hTAS1R2 gene without the endogenous mouse Tas1r2 gene (mTg).
Wild animals	N/A
Reporting on sex	Male mice were used and reported.
Field-collected samples	N/A
Ethics oversight	All animal procedures were performed under the approval of The Ohio State University institutional animal care and use committee (IACUC).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: The TAS1R2 G-protein-coupled receptor is an ambient glucose sensor in skeletal muscle that regulates NAD homeostasis and mitochondrial capacity
**Source:** Nat Commun. 2024 Jun 8;15:4915. doi: 10.1038/s41467-024-49100-8
**Supplement:** Supplementary file 4 — Source data

**Inventory of supplementary information for The TAS1R2 G-protein-coupled receptor is an ambient glucose sensor in skeletal muscle that regulates NAD homeostasis and mitochondrial capacity**

**Supplementary figures 1-5**

Supplementary Fig. 1 | The Tas1r2 and Tas1r3 sweet taste GPCRs are expressed in skeletal muscle fibers.

Supplementary Fig. 2 | GPCRs expression in skeletal myofibers (myocytes).

Supplementary Fig. 3 | TAS1R2-mediated glucose sensing regulates NAD levels coupled to PARP activity.

Supplementary Fig. 4 | TAS1R2 activates the ERK2-PARP1 axis in skeletal muscle.

Supplementary Fig. 5 | TAS1R2 deficiency in skeletal muscle does not affect growth and glucose homeostasis.

**Western blot scans**

**Supplementary tables 1-4**

Supplementary Table 1 | Key reagents.

Supplementary Table 2 | qPCR primers.

Supplementary Table 3 | Genotyping primers and protocols.

Supplementary Table 4 | Antibody information.

How the deposited data were processed for this re-analysis (not part of the article)

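RNA pulled down with anti-HA antibody from the left soleus of 5 HA-RiboTag Myo mice was measured on mouse Clariom S arrays, 1 array per mouse. The authors made the deposited log2 signals with Transcriptome Analysis Console 4.0, default configuration, over the updated transcript version of the array's annotation that the Methods name. The name of the summarization algorithm and the genome build are not given in the sources used here. The table held 22206 probe sets, of which 19572 had 1 gene symbol, 0 had several and 2634 had none in the annotation used. Every gene with more than 1 probe set was given the mean of its probe sets. The signals were not normalized again for the main values. The median signal per array lay between 5.11 and 5.20 over all probe sets.

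Background was taken from genes expected to have few transcripts in muscle, since no detection p-value was used here. For each array, the 95th percentile of 1091 odorant receptor genes was subtracted from every gene's log2 signal, and the difference was tested against 0 with limma 3.58.1 in R 4.3.3 (one-sample fit, moderated by eBayes, two-sided, Benjamini-Hochberg over 19505 genes). A gene was called above background at an adjusted p under 0.05 with a difference above 0. Since the cutoff comes from other probe sets, a call depends also on each probe set's affinity. Of the comparison sets not used for the cutoff, 5 of 319 vomeronasal receptor genes and 6 of 89 keratin-associated protein and beta-defensin genes were called. On simulated data of 19505 genes, the test called 2, 154, 194 and 200 of 200 genes set at 0, 0.5, 1 and 2 log2 units from the cutoff. Arrays carry no read depth, and their number limits the precision. The p-values cover the spread between 5 mice of a single group, so no difference between conditions was tested.

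Gene lists were written before the deposited data were examined, but after Fig. S2 had been seen: GPCRs of classes A, B, C, F and others; receptors for fatty acids and for amino acids; taste transduction; G protein alpha subunits; the ERK pathway; NAD synthesis and consumption; mitochondrial regulators; electron transport chain subunits; glucose uptake; and markers of slow, fast and all myofibers, the neuromuscular junction, satellite cells, endothelium, fibroblasts, immune cells, smooth muscle, Schwann cells, adipocytes and erythroid cells. The genes shown in Fig. S2 and their plotted signals, with those of *Tas1r2* and *Tas1r3*, had thus been seen when the lists, the background sets, the cutoff and the alternatives were chosen. Lists of clock genes and of fasting-responsive genes, and a list of Y-linked genes, were added after seeing the data. Genes named are every class C GPCR, those the paper names or shows as myocyte-related in Fig. S2 (read by eye from the figure, and so tested only as single genes), the 3 highest of each list discussed, the 10 GPCRs with the highest signals, the 5 genes with the largest SD between mice among called genes, and list members with a mouse apart by Dixon's ratio (critical value 0.71 for 5 mice). Listed symbols with no gene of that name in the annotation used were not analysed here. Shares of lists called were compared by Fisher's exact test with the 2 sets not used for the cutoff, since odorant receptor genes set it (a comparison chosen after seeing the data), and list spreads with 10000 random lists matched on mean signal in 20 bins. Of 200 random lists of 20 genes, 6 lay at or above the 95th percentile in that test.

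The alternatives were 2 other background sets, the 50th, 90th and 99th percentiles, a trended and robust prior, ranks, renewed quantile normalization, the highest probe set, a filter on low genes, adjustment over a list, a rule with no model and each mouse left out. Values over mice 3, 11 and 14, and a Tukey biweight over mice (tuning constant 5, epsilon 0.0001), were added after seeing the data. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.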

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

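The tests of background, of marker genes, of arrays as a whole and of Y-linked genes in this part were chosen only after the results were seen. The design holds 1 group, so no biological explanation was tested through a condition.

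*Tas1r2* and *Tas1r3* read within the signals of odorant receptor genes. An unusually high odorant receptor background is argued against by the other sets, where at most 71.8% of genes of either set lay below *Tas1r2* or *Tas1r3*. A low plain mean is argued against by the single mice, since both genes lay below the cutoff in every mouse. The Tukey biweight adds no test of this, because an average lies within the values it is taken from. Under it, at most 80.1% of odorant receptor genes lay below *Tas1r2* or *Tas1r3*. Transcripts at a level that the array does not separate from background stay possible, since the cutoff that calls *Tas1r2* also calls 24.7% of odorant receptor genes.

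Markers of cells other than myofibers, which the paper does not discuss for these arrays, were called above background in 8 lists: 4 satellite cell, 5 endothelial, 8 fibroblast, 1 immune, 6 smooth muscle, 3 Schwann cell, 2 adipocyte and 1 erythroid gene, with the endothelial number at 2 at the 99th percentile and the immune number at 2 without replicate 16 and 2 over mice 3, 11 and 14. The highest of each list was *Abcc9* at 12.51 for smooth muscle, *Sdc4* at 11.93 for satellite cells, *Fabp4* at 10.98 for adipocytes, *Pmp22* at 10.74 for Schwann cells, *Dcn* at 9.34 for fibroblasts, *Cdh5* at 7.15 for endothelium, *Mrc1* at 6.90 for immune and *Slc4a1* at 6.88 for erythroid cells. Of the 86 markers, 30 were called (34.9%). Over all genes, the same rule called 8482 of 19505, so these markers were not called more often than genes in general. Probe sets that read high without a transcript are argued against as the whole cause, since the markers' share was larger than in vomeronasal receptor genes and in keratin-associated protein and beta-defensin genes (Fisher's exact test, two-sided, larger p of both = 3.8e-06). RNA of other cells carried through the pulldown, which would bring all of their abundant transcripts, stays a candidate explanation, with 5 of 7 lists above both of these sets by Fisher's exact test but 2 of 7 with at least 50% of their genes called. Expression of some markers in myofibers was not tested.

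The largest SDs between mice among called genes were those of *Eif2s3y* (4.55), *Mt2* (2.80), *Ankrd1* (2.60), *Mybph* (2.58) and *Myc* (2.32). Mouse 11 had the highest signal of *Mt2* (12.28), *Ankrd1* (13.35) and *Mybph* (11.80), mouse 1 that of *Myc* (11.00) and mouse 14 that of *Eif2s3y* (12.73). In the deposited signals, array medians over all probe sets lay between 5.11 and 5.20, and upper quartiles between 7.85 and 7.93. The authors had already processed these signals, which may itself level arrays. Their likeness therefore cannot tell whether a shift common to all genes of an array was there before. A difference between arrays that affects only some genes stays open. The median SD over all called genes was 0.363, but the 5 genes were picked from these by their SD, so a lower median was fixed by that choice. For *Eif2s3y*, mice of both sexes may account for the spread, although the Methods state male mice unless otherwise stated. The 2 of 2 other Y-linked genes (*Kdm5d* and *Uty*) lay below the cutoff in the same mice, 1 and 16, and above it in the rest. A wrong label could not be checked, since the labels give no sex. *Kdm5d* read 3.13 and 3.52 in mice 1 and 16, and *Uty* 4.09 and 3.93, while in mice 3, 11 and 14 *Kdm5d* read 5.89, 5.80 and 6.24 and *Uty* 6.96, 7.35 and 7.44. Mice of both sexes are argued against as the cause for the other 4 genes, of which 0 separated mice 1 and 16 from the rest. The call of *Eif2s3y* itself was lost under several settings, such as 2.61 at the 99th percentile (adjusted p = 0.0525 from limma).

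A mouse lay apart from the other 4, by a gap over the whole range above 0.71, in 45 of 660 list members, where chance gives about 33 (1 in 20). The ratio was 1 for *Acta1*, *Atp2a1*, *Cox6a2*, *Mb* and *Myh2*, with mouse 16 lowest. For each of these 5 genes, the signals of 4 mice were equal, which gives this ratio whatever the distance of mouse 16, and 4 of them (all but *Cox6a2*) read at the highest value of the array in every mouse. Without these 5 genes, the number was 40 of 655, where chance gives about 32.8. With the lowest mouse apart, the ratio was 0.801 for *Actn2*, 0.736 for *Agtr1b*, 0.851 for *Atp2a2*, 0.731 for *Atp5a1*, 0.850 for *C3ar1*, 0.809 for *Cldn5*, 0.843 for *Fzd5*, 0.741 for *Gpr65*, 0.782 for *Hk1*, 0.748 for *Htr2a*, 0.733 for *Htr4*, 0.732 for *Irs1*, 0.738 for *Lyz2*, 0.850 for *Myl1*, 0.874 for *Myl2*, 0.720 for *Sirt1*, 0.836 for *Tnnc1* and 0.767 for *Tnnt1*. With the highest mouse apart, it was 0.741 for *Ankrd1*, 0.794 for *Ccr4*, 0.734 for *Celsr3*, 0.823 for *Csrp3*, 0.826 for *F2r*, 0.732 for *Gna15*, 0.856 for *Gpr174*, 0.793 for *Map2k2*, 0.812 for *Mrgpra9*, 0.744 for *Myh11*, 0.835 for *Myl3*, 0.845 for *Nrf1*, 0.845 for *P2ry10b*, 0.726 for *P2ry13*, 0.773 for *Parp3*, 0.739 for *Pou2f3*, 0.745 for *S1pr5*, 0.711 for *Smoc2*, 0.929 for *Sox17*, 0.803 for *Tacr2*, 0.760 for *Tas2r102*, 0.768 for *Tas2r104* and 0.815 for *Tas2r118*. *Ankrd1* is in no list.

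Outside the paper's list of GPCRs, 2 were called above background, *Gpr108* and *Gpr137c*.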

How the results depend on the processing

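The Tukey biweight and the values over mice 3, 11 and 14 were chosen only after seeing the data. No paired analysis was possible because there is a single group of mice. *Tas1r2* and *Tas1r3* stayed below the cutoff under the other backgrounds, the 90th and 99th percentiles, the other prior, ranks and each mouse left out (range without a replicate -0.89 to -0.59 and -1.02 to -0.82), but not at the 50th percentile (0.51 and 0.30). That cutoff called 94 of the matched GPCRs and 139 of all non-odorant GPCRs, and the other settings 28 to 50 and 30 to 53. Over mice 3, 11 and 14, the counts were 37 and 39 and the distances -0.83 for *Tas1r2* and -0.95 for *Tas1r3*. The plain mean matched 0 of the values of Fig. 1e to a listed GPCR and the biweight 127. Endothelial markers called were 2 at the 99th percentile. Immune markers called were 1 to 2 without a replicate, 2 without replicate 16, and 2 over mice 3, 11 and 14. The 50th percentile lies within the signals of odorant receptor genes by construction. It put above the cutoff *Alas2* (1.21), *Gabbr2* (1.14), *Gng13* (0.93), *Csf1r* (0.73), *Grm6* (0.67), *Grm4* (0.63), *Oxgr1* (0.54), *Casr* (0.49), *Gprc5a* (0.45), *Ffar4* (0.37), *Gpr142* (0.26), *Grm5* (0.24), *Egfr* (0.16), *Tas1r1* (0.14), *Grm7* (0.11) and *Ffar1* (0.089). At the 90th percentile *Alas2* was 0.24 and *Gabbr2* 0.17. *Alas2* ranged from -0.16 to 0.063 without a replicate (0.063 without replicate 14, 0.044 without replicate 1). At the 99th percentile *Gprc5b* was -0.060, *Lyz2* -0.23 and *Pparg* -0.30, and against keratin-associated protein and beta-defensin genes -0.074, -0.24 and -0.32. Beyond the choice of cutoff, the cause was not tested. Among single genes, 26 other values lost and 14 gained the test's threshold, on either side of the cutoff. The test is two-sided, so these include values below the cutoff, such as some of *Gng13* and *Grm2*. They are not counts of calls lost or gained. Signals near the cutoff limit what can be called: a step of 0.5 log2 was called in 154 of 200 simulated genes.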

Differences from the paper's values

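The values over mice 3, 11 and 14, and the Tukey biweight, were chosen only after seeing the data. The paper reports 139 non-odorant GPCRs expressed in soleus myocytes, and 39 of 385 measured were called above background here. These counts come from unlike sets and rules. Of the paper's 139 values, 12 matched no listed GPCR, 11.991 among them, so they could not enter the 39. The paper's text states no threshold for calling a gene expressed. Of the 16 alternatives set before the deposited data were examined, and after Fig. S2 had been seen, 15 also gave another number, from 30 to 53. The 50th percentile of odorant receptor genes gave 139, of which 94 were among the 127 matched GPCRs, and it called 24.7% of odorant receptor genes. Over mice 3, 11 and 14 the count was 39. Of the 39 GPCRs called, 37 are in the paper's list.

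The paper states that *Tas1r2* and *Tas1r3* are expressed in soleus myocytes. Their signals were below the cutoff in all 5 mice, at -0.73 (adjusted p = 0.00244 from limma) and -0.94 (adjusted p = 0.000101 from limma). These p-values measure the distance from a high percentile of background, below which most background genes lie by construction. They do not show that either transcript is absent. At the 50th percentile, *Tas1r2* was called (0.51, adjusted p = 0.0231 from limma) and *Tas1r3* was not (0.30, adjusted p = 0.0873 from limma). Both values are in the list of Fig. 1e, and 39 and 25 of the 127 matched GPCRs read below them. The paper's other evidence of expression, a reporter mouse (Fig. 1a) and RT-qPCR of muscles (Fig. 1b) and of the pulldown (Fig. 1c), was not analysed here.

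The legend of Fig. 1e gives bins 1 log2 unit wide. The bins of its source data are 0.9 wide, and with that width 0 of 11 bins differed from the frequencies given there. The fullest bin held 49 of the 139 source values.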

Other observations

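Of the tests in this part, the matching of the source values and the fasting list without *Trim63* were chosen only after the results were seen, and the lists of clock and fasting genes were added after other values had been seen, before their spreads were computed as lists.

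All 19 electron transport chain subunits measured were called above background by limma, with *Cox6a2* at 19.75, *Atp5a1* at 19.74 and *Atp5b* at 19.65, and 12 of 13 mitochondrial regulators, with *Prkaa2*, a subunit of AMPK, at 14.61 and *Gabpa* at 13.30. Of 13 genes of glucose uptake, 12 were called, with *Hk2* at 14.95 and *Insr* at 13.71. Of 26 genes of NAD consumption, 19 were called, with *Tnks2* at 14.42, *Art3* at 14.07 and *Sirt2* at 12.79. Of 21 genes of NAD synthesis, 8 were called, with *Nadk2* at 11.37 and *Slc25a51*, a mitochondrial NAD carrier, at 10.85, and 10 lay above the cutoff in none of the mice (median signal of the list 4.89). Each count was the same adjusted over the list alone. For reference, the same rule called 8482 of all 19505 genes, and the lists were not tested against that share. Over the genes of fiber type, mitochondria and NAD, the median SD between mice was 0.36.

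Of 21 listed symbols of the ERK pathway, 13 were measured, and 12 of these were called, with *Araf* at 12.81, *Sos2* at 12.79 and *Ksr1* at 11.81. Of 16 G protein alpha subunits, 9 were called, with *Gnas* at 17.89, *Gna11* at 10.92 and *Gna12* at 10.35. Of 10 genes of taste transduction, 2 were called, *Gnb1* at 9.82 and *Trpm4* at 8.93, which other tissues also express, while *Gng13* had 4.96. Of 10 receptors for fatty acids and lipid metabolites and 5 for amino acids, 0 were called by limma, 0 at an unadjusted p under 0.05 and 0 lay above the cutoff in every mouse. *Oxgr1* had 4.57, *Ffar4* 4.40, *Ffar1* 4.12 and *Gpr142* 4.29. Each count was the same adjusted over the list alone.

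Other leading markers were *Tpm3* at 19.90, *Tnnt1* at 19.90 and *Myl2* at 19.87 for slow fibers, *Tnni2* at 19.84 for fast fibers, *Actn2* at 19.51 for both, and *Etv5* at 11.89 and *Colq* at 10.29 for the neuromuscular junction. Among markers of other cells, *Rgs5* had 9.70, *Acta2* 8.48, *Cdh15* 7.89, *Lum* 7.66, *Spry1* 7.34, *Mbp* 7.22, *Cidec* 7.08, *Col3a1* 7.04, *Kdr* 6.75, *Tek* 6.14 and *Erbb3* 6.12. The calls of *Tek* and *Erbb3* were lost at the 99th percentile (0.32, adjusted p = 0.162, and 0.31, adjusted p = 0.0608 from limma) and against keratin-associated protein and beta-defensin genes (0.31, adjusted p = 0.130, and 0.29, adjusted p = 0.0753 from limma). *Lyz2* at 5.59, *Pparg* at 5.51, *Alas2* at 5.24 and *Csf1r* at 4.76 were not called.

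A spread between mice in genes that follow the time of day or the fed state may be present, as hypotheses. The Methods state a harvest window in the early afternoon after a fast of some hours, the same for all harvests unless otherwise stated, so a difference in either between these mice is not documented. The clock and fasting lists were prompted by related genes already seen to vary, which were left out of them, but *Trim63* of the fasting list was also in the earlier list of both fiber types. The median SD of 16 clock genes was 0.72, against 0.36 in random lists, at percentile 100 of 10000 lists matched on mean signal. The median SD of 22 fasting genes was 0.71, against 0.34, also at percentile 100, and without *Trim63* it was 0.69 over 21 genes, against 0.34, at percentile 100. Over mice 3, 11 and 14, the percentiles were 100 and 99.97, and which of the hypotheses holds was not tested. These percentiles measure only the size of the spread. Whether the genes of a list moved in the directions that either hypothesis would give was not tested.

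The lowest of the paper's 139 values, 3.38831, equals the biweight of *Cx3cl1*, a chemokine ligand and not a GPCR, and of no other probe set. The gene is named after its value was seen, and a match of this kind can be a coincidence.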
